# Regulation of glucose uptake and inflammation markers by FOXO1 and FOXO3 in skeletal muscle

**DOI:** 10.1016/j.molmet.2018.09.011

**Published:** 2018-11-16

**Authors:** Leonidas S. Lundell, Julie Massart, Ali Altıntaş, Anna Krook, Juleen R. Zierath

**Keywords:** Skeletal muscle, Glucose uptake, FOXO, Transcriptional regulation, Inflammation

## Abstract

**Objective:**

Forkhead box class O (FOXO) transcription factors regulate whole body energy metabolism, skeletal muscle mass, and substrate switching. FOXO1 and FOXO3 are highly abundant transcription factors, but their precise role in skeletal muscle metabolism has not been fully elucidated.

**Methods:**

To elucidate the role of FOXO in skeletal muscle, dominant negative (dn) constructs for FOXO1 (FOXO1dn) or FOXO3 (FOXO3dn) were transfected by electroporation into mouse *tibialis anterior* muscle and glucose uptake, signal transduction, and gene expression profiles were assessed after an oral glucose tolerance test. Results were compared against contralateral control transfected muscle.

**Results:**

FOXO1dn and FOXO3dn attenuated glucose uptake (35%, *p* < 0.01 and 20%, *p* < 0.05), GLUT4 protein (40%, *p* < 0.05 and 10%, *p* < 0.05), and subunits of the oxidative phosphorylation cascade. Intramuscular glycogen content was decreased (20%, *p* < 0.05) by FOXO3dn, but not FOXO1dn. Transcriptomic analysis revealed major pathways affected by FOXO1dn or FOXO3dn revolve around metabolism and inflammation. FOXO1dn increased Akt protein (140%, *p* < 0.001), *p*-Akt^Ser473^ (720%, *p* < 0.05) and p-Akt^Thr308^ (570%, *p* < 0.01), whereas FOXO3dn was without effect. FOXO1dn and FOXO3dn increased mTOR protein content (170% and 190%, *p* < 0.05), and p-p70S6K^Thr389^ (420%, *p* < 0.01 and 300%, *p* < 0.01), while p-mTOR^Ser2448^ (500%, *p* < 0.01), was only increased by FOXO1dn. Chemokines and immune cell markers were robustly upregulated in skeletal muscle following the FOXOdn transfections, but not after control transfection.

**Conclusions:**

FOXO1 and FOXO3 regulate glucose metabolism and markers of inflammation in skeletal muscle, implicating transcriptional control governing “*immunometabolic*” dynamics.

## Highlights

• FOXO1 and FOXO3 transcriptional activity regulates glucose uptake and inflammation.
• Inhibiting FOXO1 transcriptional activity affects more genes compared to FOXO3.
• Inhibiting FOXO1 and FOXO3 leads to similar pathway enrichment.

## 1 Introduction

Skeletal muscle is the main insulin-sensitive tissue for postprandial glucose disposal and for the oxidation of glucose- and lipid-based fuels at rest and during exercise [1], [2]. Skeletal muscle is also a site of insulin resistance in type 2 diabetes [3], [4]. Accordingly, skeletal muscle exerts profound effects on whole-body substrate dynamics, as well as playing a vital role in energy expenditure [5]. Type 2 diabetes shares many features of “accelerated aging” including insulin resistance, defective oxidative metabolism/mitochondrial function, and loss of muscle mass [6]. Thus, targeting the transcriptional machinery to maintain functional and metabolic properties of skeletal muscle may prevent or delay insulin resistance and type 2 diabetes.

Several distinct sets of transcription factors have been classified for a role in skeletal muscle atrophy, glucose metabolism, lipid metabolism, myogenesis, angiogenesis, and mitochondrial biogenesis [7], [8]. Notably, forkhead box proteins (FOXO), a family of transcription factors with FOXO1, FOXO3, FOXO4, and FOXO6 expressed in skeletal muscle, are implicated in a range of functions including regulation of muscle mass, fiber type specificity and metabolic flexibility [9], [10]. Understanding the role of FOXO isoforms in the regulation of insulin-stimulated gene expression and networks involved in substrate metabolism, mitochondrial function, and growth may provide insights into mechanisms controlling skeletal muscle plasticity in health and disease.

Overexpression of FOXO1 increases the percentage of fast twitch muscle fibers and decreases muscle size [11]. This phenotype is mirrored in skeletal muscle transiently expressing constitutively active FOXO3 [12], [13]. Inhibiting transcriptional activity of both FOXO1 and FOXO3 in skeletal muscle utilizing a FOXO construct lacking a transactivation domain (FOXOdn) increases fiber cross sectional area and myotube diameter in oxidative soleus muscle and glycolytic *tibialis anterior* muscle [14], [15]. Skeletal muscle-specific simultaneous deletion of FOXO1–3 isoforms, thereby avoiding any compensatory increase in other isoforms, attenuates anabolic signaling through Akt, and increases proteasomal degradation without affecting autophagic signaling [16]. Conversely, as the FOXO family is required for the induction of several atrophy-related genes, deletion of FOXO1–3 isoforms in skeletal muscle prevents the decline in muscle mass and force in response to fasting and denervation [17]. Collectively, these studies highlight a role for FOXO in skeletal muscle plasticity.

FOXO proteins play a role in the regulation of energy metabolism [10]. Perturbations that increase oxidative metabolism, including starvation and exercise, increase FOXO1 and FOXO3 protein abundance [18], [19], thereby associating the regulation of lipid metabolism with FOXO1/3 expression. Overexpression of FOXO1 in C2C12 myotubes increases protein abundance of fatty acid transporter protein CD36 [20] and lipoprotein lipase [19], and concomitantly decreases PDK4 and glycogen synthesis [20], further supporting a role for FOXO1 in oxidative metabolism. Conversely, *in vivo* ablation of FOXO1–4 does not alter muscle glycogen content [17]. Skeletal muscle-specific overexpression of FOXO1 in transgenic mice impairs glucose tolerance [11], without altering fed glucose levels [11], [21], implicating a role in glucose homeostasis. Nevertheless, the role of specific FOXO isoforms in metabolic homeostasis in skeletal muscle remains unclear. Of interest, glucocorticoids, anti-inflammatory hormones that regulate the switch from glycolytic to oxidative metabolism [22], upregulate FOXO1/3 expression in skeletal muscle [23], [24]. Thus, FOXO may play a transcriptional role in skeletal muscle to influence “*immunometabolism*” by altering processes governing immunological and metabolic processes [25].

The aim of this study was to elucidate the role of FOXO1 and FOXO3 transcriptional networks in skeletal muscle on glucose metabolism. This was achieved by transiently overexpressing FOXO constructs lacking the transactivation domain in mouse *tibialis anterior* muscle and determining the *in vivo* effects on glucose uptake, glycogen content, transcriptomic profiles, and relevant signaling pathways.

## 2 Materials and methods

### 2.1 Animal studies

Animal experiments were approved by the Regional Animal Ethical Committee (Stockholm, Sweden). Male C57BL/6J mice (30 week old) were purchased from Janvier (France). Mice received *ad libitum* access to water and standard rodent chow (Lantmännen, Sweden), and were housed on a 12 h light/dark cycle. Following one week of acclimatization, *tibialis anterior* muscle was transfected with either a control plasmid or plasmid encoding for FOXO1dn or FOXO3dn (Invitrogen GeneArt, ThermoFisher Scientific, Rockford, IL) by electroporation as described [26]. One week post-electroporation, mice were fasted for 4 h, and glucose uptake was measured *in vivo* using a modified oral glucose tolerance test as described [26]. Briefly, 4 h fasted mice received a glucose gavage (3 g/kg), and 2-[3H]deoxy-d-glucose (100 μl of saline/animal, 1 mCi/ml) was administered intraperitoneally. Mice were anesthetized with an intraperitoneal Avertin injection, 120 min after the start of the experiment, and electroporated *tibialis anterior* muscle was removed and rapidly frozen in liquid nitrogen. Glycogen content was determined using a commercially available kit (ab65620, Abcam, Cambridge, UK). A schematic representation of the animal experiments is shown in Figure S1.

### 2.2 Construct design

The FOXO1dn sequence was the same as previously described [27] consisting of amino acids 1–256. The FOXO3dn sequence was designed by aligning the murine amino acid sequence with a previously described dominant negative human sequence [28] yielding the 1–249 amino acid sequence. The FOXO1dn and FOXO3dn amino acid sequences obtained were optimized and converted to nucleotide sequences by GeneArt, and plasmids including LacZ encoding control vector were synthesized by GeneArt, (Invitrogen GeneArt, ThermoFisher Scientific). A schematic representation of the construct design can be found in Figure S1.

### 2.3 RNA extraction and gene expression analysis

qPCR analysis was performed on total RNA from skeletal muscle of mice that underwent an oral glucose tolerance test. RNA was extracted with Trizol (Life Technologies). Total RNA concentration was quantified spectrophotometrically (NanoDrop ND-1000 Spectrophotometer, ThermoFisher Scientific). RNA was reverse-transcribed to cDNA using the High Capacity cDNA RT kit (ThermoFisher Scientific) and gene expression was determined by real-time PCR utilizing SYBR Green reagents (Life Technologies, ThermoFisher Scientific). Gene expression was quantified with the ΔΔCt method using *Tbp* as control. Primer sequences are presented in Table 1. Microarray analysis was performed on total RNA extracted from electroporated muscle utilizing the EZ RNA extraction kit and hybridized to an Affymetrix Mouse Gene 2.1 ST array (ThermoFisher Scientific) at the core facility for Bioinformatics and Expression Analysis (BEA) at Karolinska Institutet. The microarray data are publicly available at Gene Expression Omnibus (GEO accession: GSE105778).

**Table 1:** Primer sequences.

Gene	Forward primer	Reverse primer
*Foxo1*	CTGCAGATCCCGTAAGACG	GGTCACCGGTGTCTAAGGAG
*Foxo3*	GGAAGGGAGGAGGAGGAATG	CTCGGCTCCTTCCCTTCAG
*Ccl2*	AGCCAACTCTCACTGAAGCC	TTCTTGGGGTCAGCACAGAC
*Ccl7*	CCACCATGAGGATCTCTGCC	ATAGCCTCCTCGACCCACTT
*Ccl8*	TTTGCCTGCTGCTCATAGCT	TGTGAAGGTTCAAGGCTGCA
*Cxcl9*	ACCTCAAACAGTTTGCCCCA	ACGACGACTTTGGGGTGTTT
*Cd68*	AAGGTCCAGGGAGGTTGTGA	ATGAATGTCCACTGTGCTGC
*Cd48*	CTCGGGACCTTTCCCCAAAA	ACTAGCCAAGTTGCAGTCCA
*Itgax*	CCAGCCAGAGGATTTCAGCAT	CTGCAGGTGTGAAGTGAACAG
*Cd3g*	ACTGTAGCCCAGACAAATAAAGC	TGCCCAGATTCCATGTGTTTT
*Ncr1*	GAGCCAGAGGATCAACACTG	ATGGCTTTGGTCTCTCCAAGG
*Ly6c*	ACCCTTCTCTGAGGATGGACA	GCTGGGCAGGAAGTCTCAAT
*Tbp*	CCTTGTACCCTTCACCAATGAC	ACAGCCAAGATTCACGGTAGA

### 2.4 Immunoblot analysis

Western blot analysis was performed as described from skeletal muscle of mice that underwent an oral glucose tolerance test [26]. Ponceau staining was used to confirm equal protein loading [29]. The following antibodies used for immunoblot analysis were purchased from Cell Signaling Technology (Beverly, MA): Akt (#9272), p-Akt Thr^308^ (#4056), p-Akt Ser^473^ (#9271), GSK3β (#9315), p-GSK3β Ser^9^ (#9323), GS (#3839), p-GS Ser^641^ (#3891), mTOR (#2983), p-mTOR Ser^2448^ (#5536), 4EBP1 (#9644), p-4EBP1 Thr^37/46^ (#2855), p-p70S6K Thr^389^ and Thr^421^/Ser^424^ (#2708), p70S6K (#9205), p-STAT1 Tyr^701^ (#9171), STAT1 (#9172). The following antibodies were purchased from Abcam (Cambridge, UK): total OXPHOS Rodent WB Antibody Cocktail (ab110413), FOXO1 (ab12161), and FOXO3 (ab47409). Antibodies against GLUT4 (#07-1404, Millipore, Darmstadt, Germany) and Hexokinase 2 (kindly provided by Oluf Pedersen, University of Copenhagen) were used. Appropriate secondary mouse or rabbit antibodies were purchased from Bio-Rad. The immunoreactive proteins were quantified densitometrically utilizing Quantity One Software (Bio-Rad).

### 2.5 Statistical analysis

CEL files from the microarray experiment on platform Affymetrix MoGene-2_1-st were collected for 41345 probesets and 24 samples (6 paired samples with control and FOXO1dn overexpression construct, 6 paired samples with control and FOXO3dn overexpression construct). Data was analyzed in R (version 3.4.4) [30] utilizing the oligo package for the robust multi-array average (RMA) normalization using the oligo library from Bioconductor [31] on the pd.mogene.2.1.st library [32]. Transcripts with miRNA, pseudogene, and predicted genes, were filtered out from the dataset since a single probe was overlapping with one or more of these annotated regions, reducing the probeset to 22,557. Probesets belonging to multiple genes were collapsed by using collapseRows function from WGCNA R package [33]. This procedure resulted in 20,295 unique genes for downstream analysis.

Differential expression analysis was performed with limma [34], and sample pairing was defined with duplicateCorrelation, using the model design ‘y ∼ 0 + plasmid’, where plasmid represented whether mice were electroporated with control or FOXO construct. Transcriptome data was visualized using the factoextra and ggplot2 package [35]. Gene set enrichment analysis (GSEA) was performed with clusterProfiler [36], with the minimum gene set size 10, and 1,000,000 permutations for GSEA. Inflammatory cell signature deconvolution analysis was performed using the CIBERSOFT framework [37], using murine immune cell signatures [38].

Glucose uptake, qPCR and western blot data were analyzed in GraphPad Prism 7 (GraphPad Software, Inc., La Jolla, CA, USA) with a paired student *t*-test. The significance threshold was defined at *p* < 0.05, except for the transcriptomic analysis, where significance was defined at a multiple testing adjusted *p*-value < 0.05 and absolute log_2_ fold-change > 1.

## 3 Results

### 3.1 Glucose uptake and glycogen content

Electroporation of *tibialis anterior* muscle with either FOXO1dn or FOXO3dn constructs (Figure S1) led to efficient overexpression of each respective protein as detected by western blot analysis (Figure 1A). 

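RNA from the tibialis anterior of both legs of 12 male C57BL/6J mice was measured on Affymetrix Mouse Gene 2.1 ST arrays, with 1 array per leg. The mice were 30 weeks old, and the muscles were taken 7 days after electroporation and 120 minutes after 3 g/kg of oral glucose given after a 4 h fast. In 6 mice a leg received FOXO1dn and in the other 6 mice a leg received FOXO3dn, each a FOXO protein without its transactivation domain. The contralateral leg received a control plasmid, so that there were 4 groups of 6 arrays. The authors normalized the arrays by RMA (robust multiarray averaging), which gave log2 intensities for 41345 probe sets. The median log2 intensity of an array was 3.31 to 3.34 for FOXO1dn, 3.29 to 3.31 for its control legs, 3.25 to 3.29 for FOXO3dn and 3.23 to 3.28 for its control legs. The number of arrays limits the precision. From these values, probe sets with exactly 1 gene symbol were kept, and microRNAs, predicted genes and pseudogenes were left out. For each gene the probe set with the highest mean was used, which left 20466 genes. Each construct was compared with the control legs of the same mice by limma over all 24 arrays, with the mouse as a block and Benjamini-Hochberg adjusted p-values. Differentially expressed genes were those with an adjusted p under 0.05 and an absolute log2 difference over 1, the thresholds of the study. Gene lists were tested with camera of limma at a preset correlation between genes of 0.01. They were tested again with a correlation estimated from the 12 arrays of a construct, with the mouse as a fixed effect. The tests, the gene lists and the alternative settings were chosen before the data were examined, apart from the following, which were chosen later. These were 2 tests of the direction, a fit of all 24 arrays with the mouse as a fixed effect, and marker scores and list medians without single mice. Swaps of mice or arrays between groups were also tried later and not used.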

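Canonical FOXO responsive genes of muscle atrophy and autophagy moved both ways in the FOXO1dn mice. Trim63, which encodes the muscle ubiquitin ligase MuRF1, had a log2 difference of 0.79 between FOXO1dn-labelled and control-labelled legs (standard error 0.19, n = 6 mice, adjusted p = 0.00525 from limma). Bnip3, a receptor for the autophagy of mitochondria, had a log2 difference of 0.50 (standard error 0.08, adjusted p = 0.00027). Tgif1, a repressor of transforming growth factor β signaling, had a log2 difference of -0.47 (standard error 0.12, adjusted p = 0.00557), and Psmc4, an ATPase subunit of the proteasome, one of -0.33 (standard error 0.08, adjusted p = 0.00303). Of the 12 measured genes of Figure S2, 4 were higher and 3 lower in FOXO1dn-labelled legs (6 higher and 3 lower when adjusted over the list alone), among them Pdk4 with 0.30, Mef2c with 0.22 and Sqstm1 with -0.23. Without FOXO1dn replicate 3 the count fell to 4, with adjusted p = 0.102 for Pdk4, 0.185 for Mef2c and 0.1 for Sqstm1. Against all 12 control-labelled legs together the adjusted p was 0.109 for Tgif1 and 0.604 for Psmc4. In FOXO3dn-labelled legs 0 of the 12 genes passed limma at an adjusted p under 0.05, 3 were higher and 2 lower at an unadjusted p under 0.05, and 2 were higher and 1 lower when adjusted over the list alone. As a list the genes did not pass for FOXO1dn (adjusted p = 0.0669 from camera, and adjusted p = 0.24 with an estimated correlation) or for FOXO3dn (adjusted p = 0.144, and 0.356 with an estimated correlation).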

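The endogenous FOXO genes had small differences, apart from 1 of the probe sets of Foxo1. The brighter Foxo1 probe set differed by 0.11 on the log2 scale in FOXO1dn mice (adjusted p = 0.693 over probe sets) and by 0.26 in FOXO3dn mice (adjusted p = 0.385, and a difference of 0.17 without FOXO3dn replicate 2). The dimmer Foxo1 probe set, with a mean log2 intensity of 4.40, was lower in the FOXOdn-labelled leg of 6 of 6 mice for each construct, by -0.99 with FOXO1dn (standard error 0.12, adjusted p = 3.73e-06) and -0.70 with FOXO3dn (adjusted p = 0.00504). Foxo3 differed by 0.01 and 0.09, Foxo4 by 0.46 (adjusted p = 0.124) and 0.33 (0.07 without FOXO3dn replicate 2 and 0.51 without FOXO3dn replicate 1), and Foxo6 by 0.04 and 0.01. The 4 FOXO genes as a list had an adjusted p of 0.367 for FOXO1dn and 0.146 for FOXO3dn from camera. The paper states that the construct sequences were optimized, and the probes were not compared with them. These probes are therefore not taken as a check of which leg received a construct. All differences are signed by the labels of the arrays. By these labels most run opposite to the direction the study states (33 of 33 genes of Figures S2 and S5 with FOXO1dn and 29 of 33 with FOXO3dn), apart from the dimmer Foxo1 probe set, so that legs are called FOXO1dn-labelled, FOXO3dn-labelled and control-labelled throughout. The chemokine and immune marker qPCR (Figure 5D,E) runs in the direction of the paper, the heatmap of Figure S6 carries the labels of the arrays, and the qPCR of endogenous FOXO1 (Figure 1B) runs in the direction of the dimmer Foxo1 probe set. None of these settles the direction.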

FOXO1dn and FOXO3dn electroporation led to changes in gene expression of canonical FOXO responsive genes [17] (Figure S2A,B). FOXO1dn transfection decreased endogenous FOXO1 expression 50% (*p* < 0.01) and endogenous FOXO3 expression 20% (*p* < 0.05), while FOXO3dn transfection was without effect on either endogenous isoforms (Figure 1B). Overexpression of either FOXO1dn (Figure 1C) or FOXO3dn (Figure 1D) construct decreased *in vivo* glucose uptake during a glucose tolerance test, as compared to the contralateral control muscle (35%, *p* < 0.001 and 20%, *p* < 0.05, for FOXO1dn and FOXO3dn, respectively). Intramuscular glycogen content was unaltered by overexpression of the FOXO1dn construct (Figure 1E) and decreased 20% by overexpression of the FOXO3dn construct (*p* < 0.05, Figure 1F).

**Figure 1:**
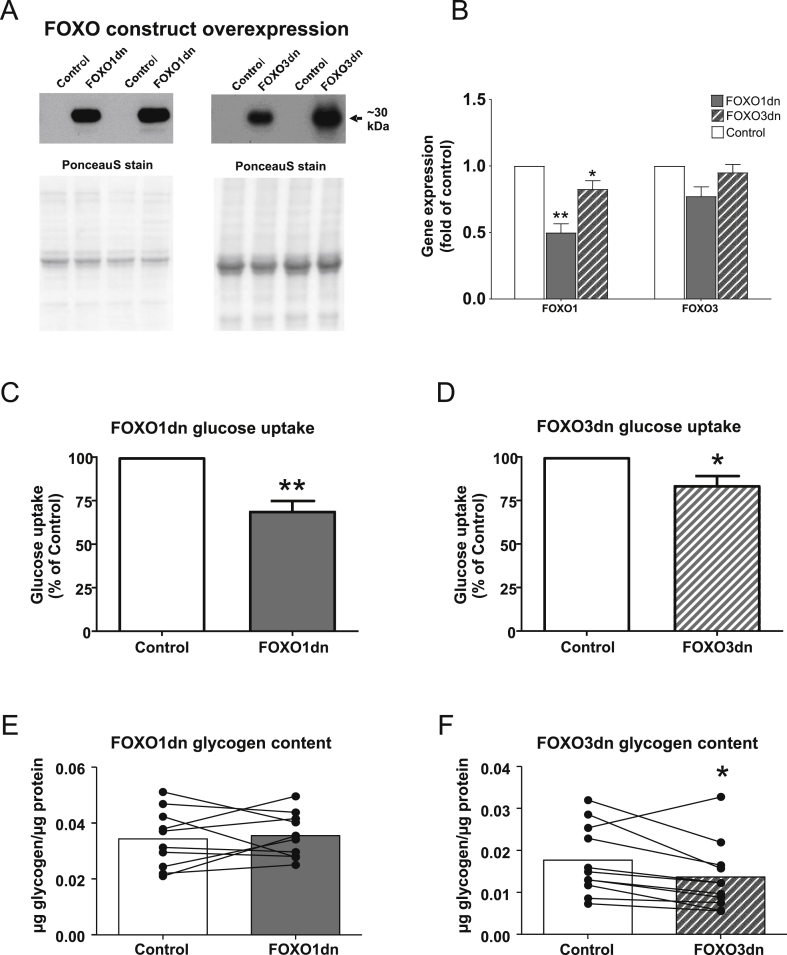
***In vivo*****glucose uptake and glycogen content in*****tibialis anterior*****skeletal muscle overexpressing FOXO1dn or FOXO3dn constructs**. (A) Representative western blot of FOXO1dn and FOXO3dn construct overexpression. (B) Endogenous FOXO1 and FOXO3 expression 7 days following electroporation with either FOXO1dn or FOXO3dn constructs detected by qPCR. (C) *In vivo* glucose uptake during a 2-h oral glucose tolerance test (3 g/kg) measured by accumulation of ^3^H-deoxyglucose in skeletal muscle after FOXO1dn versus respective contralateral control leg, or (D) FOXO3dn versus respective contralateral leg. (E) Glycogen content in skeletal muscle after FOXO1dn versus respective contralateral control leg, or (F) FOXO3dn versus contralateral leg. Data are mean or individual fold changes ± SEM for paired muscle samples. *n* = 12 mice per construct, *p < 0.05 and **p < 0.01.

### 3.2 Transcriptomic analysis

Transcriptomic and principal component analysis revealed that the insulin-stimulated gene expression profiles are clearly separated between FOXO1dn transfected and control plasmid transfected muscle (Figure 2A). Conversely, the separation of gene expression profiles between FOXO3dn transfected and control plasmid transfected muscle was less obvious (Figure 2B). 

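FOXO1dn-labelled and control-labelled legs of the FOXO1dn mice stood apart along the first principal component of the 12 arrays. This component held 52.5% of the variance of the gene-centred values. The FOXO1dn-labelled leg lay lower in 6 of 6 mice, by -46.0 ± 19.7 (mean ± SD, n = 6 mice, exact two-sided sign-flip test, p = 0.03125, the smallest p that 6 mice allow). Of the 6 FOXO1dn-labelled arrays, 0 lay above the lowest control-labelled array, with the sign of the component arbitrary. The second component held 8.58% and the third 5.71% of the variance, and neither separated the legs (exact p = 0.656 and 0.438).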

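In the FOXO3dn mice the first principal component held 40.0% of the variance, and the 2 kinds of leg overlapped on it. The FOXO3dn-labelled leg lay lower than the control-labelled leg in 6 of 6 mice, by -26.3 ± 23.8 (mean ± SD, n = 6 mice, exact two-sided sign-flip test, with the smallest p it allows). Of the 6 FOXO3dn-labelled arrays, 2 lay above the lowest control-labelled array. FOXO3dn replicate 2 differed by -73.8, against a median of -14.3 in the other 5 mice. The second component held 10.6% of the variance and did not separate the legs (exact p = 0.5).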

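Among genes that moved the same way in 6 of 6 FOXO1dn mice, the tubulin Tubb2a and the acetylcholine receptor subunits Chrng and Chrnd had the largest differences. Chrng, which adult muscle makes after loss of its nerve, had a log2 difference of -4.71 (standard error 0.30, adjusted p = 1.08e-10) in FOXO1dn-labelled against control-labelled legs. Chrnd had a log2 difference of -4.23 (standard error 0.37, adjusted p = 5.89e-08). Tubb2a fell by 4.87 on the log2 scale (standard error 0.28, adjusted p = 1.98e-11), Myog, a transcription factor of muscle differentiation, by -3.36 and Orm2, an acute phase protein, by -3.05. The immunoglobulin receptors Fcgr1 and Fcgr4 of macrophages fell by 2.58 and 2.41, Slfn1 by -2.41, Slamf8 by -2.34 and the nucleic acid receptor Tlr13 by -2.33. The largest increases were those of Odf3l2 (1.58), the kelch-like genes Klhl38 and Klhl33, Cyp4f39 (1.47), Ky, a muscle protein of the Z-disc (1.36), 9330159F19Rik (1.35), 2310065F04Rik (1.32), the spermine oxidase Smox (1.29) and the kinase Mylk4 (1.22). With limma, 431 genes passed for FOXO1dn, 27 higher and 404 lower in FOXO1dn-labelled legs, and 71.9% of them moved the same way in 6 of 6 mice, against 18.4% of all genes. An adjusted p under 0.05 without a limit on the log2 difference was met by 3412 genes, 1216 higher and 2196 lower.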

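The genes that passed in the FOXO3dn mice were each lower in FOXO3dn-labelled legs. Tnfrsf23, a decoy receptor for the death ligand TRAIL, fell by 2.61 on the log2 scale in FOXO3dn-labelled legs (standard error 0.34, n = 6 mice, adjusted p = 0.000549). Ppp1r27, a regulator of protein phosphatase 1, had a log2 difference of -1.52 (standard error 0.24, adjusted p = 0.00379), Rrad, a small GTPase that restrains calcium channels, of -1.50 (adjusted p = 0.00793) and Bex1 of -1.30 (adjusted p = 0.00517). Atp13a3, a polyamine transporter, had a log2 difference of -1.26 (adjusted p = 0.000657). In all, 15 genes were lower, in 6 of 6 mice each, and 0 were higher by limma, while 3016 genes, 1326 of them higher, had an unadjusted p under 0.05. The mouse as a fixed block in fits on the 12 arrays of the construct gave 2 genes. The count was 6 without FOXO3dn replicate 2 or without FOXO3dn replicate 6, 9 without FOXO3dn replicate 3 or 5 or FOXO1dn replicate 6, 27 without FOXO3dn replicate 4 and 33 without FOXO1dn replicate 1. Without the limit on the log2 difference 134 genes passed, 33 of them higher.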

FOXO1dn transfection downregulated the expression of 25 genes and upregulated the expression of 382 genes (Figure 2C), while FOXO3dn transfection downregulated the expression of 4 genes and upregulated the expression of 120 genes (Figure 2D). Expression results are reported in Supplementary Table 1. 

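Gene sets of respiration were higher and gene sets of immunity were lower in the FOXOdn-labelled legs of both constructs. The Reactome set of the citric acid cycle and respiratory electron transport (123 genes) had the highest normalized enrichment score for both, 3.05 for FOXO1dn (adjusted p = 2.01e-22) and 3.01 for FOXO3dn (adjusted p = 4.36e-20). Pyruvate metabolism with the citric acid cycle (38 genes) had scores of 2.61 and 2.39, mitochondrial β-oxidation of fatty acids (15 genes) 2.21 and 2.29, catabolism of branched-chain amino acids (17 genes) 2.20 and 2.18, and striated muscle contraction (31 genes) 1.89 and 1.62. Phagocytosis through immunoglobulin receptors (60 genes) had scores of -2.44 for FOXO1dn and -2.47 for FOXO3dn. Interferon signaling (127 genes) had scores of -2.15 and -2.60, and chemokine receptors with their ligands (44 genes) -1.80 and -1.98. Outside immunity, synthesis of DNA (88 genes) scored -2.37 and -2.09 and elongation of peptide chains (65 genes) -2.41 and -1.93. Of 893 sets tested by fgsea on the limma statistic, 31 were higher and 357 lower for FOXO1dn at an adjusted p under 0.05, and 34 were higher and 312 lower for FOXO3dn. These p-values do not allow for correlation between genes, and the sets were not tested without single mice. Lists of the citric acid cycle, complex I, interferon-stimulated genes and chemokines had adjusted p of 0.24 to 0.334 from camera with an estimated correlation. In FOXO1dn-labelled legs 25 of 26 macrophage and monocyte markers were lower as well. Gene ontologies were not analysed here.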

Gene set enrichment analysis of the FOXO1dn- or FOXO3dn-transfected skeletal muscle transcriptome revealed that the top positively enriched gene ontologies were associated with inflammatory processes, while the top negatively enriched gene ontologies were associated with energy metabolism (Figure 2E, Supplementary Table 2). The overall overlap of enriched gene ontologies by each construct was substantial, with 884 common, and 277 unique for FOXO1dn and 185 unique for FOXO3dn transfection (Figure 2F). 

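Most Reactome sets that passed for a construct passed for the other as well, in the same direction. Interferon γ signaling (87 genes) was shared, with normalized enrichment scores of -2.16 for FOXO1dn and -2.62 for FOXO3dn, as was the transition from G1 to S phase (90 genes), with -2.38 and -2.02. Mitochondrial translation (78 genes) passed for FOXO3dn with a score of 2.46 (adjusted p = 1.27e-08) and had a score of 1.39 for FOXO1dn (adjusted p = 0.0510). Assembly of collagen fibrils (39 genes) scored 2.12 for FOXO3dn and 0.632 for FOXO1dn (adjusted p = 0.987). The difference between the constructs was not tested set by set. In numbers, 286 sets passed for both constructs, 285 of them in the same direction, 102 for FOXO1dn and 60 for FOXO3dn alone, so that 63.8% of the sets that passed for either were shared. Across the sets, which share genes and are not independent, the scores of the constructs had a Pearson r of 0.739.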

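Some genes of fuel oxidation rose and some genes of antigen presentation and nucleic acid sensing fell in FOXO1dn-labelled legs. Of 20 genes of the citric acid cycle, 7 were higher and 0 lower at an adjusted p under 0.05 from limma (14 higher when adjusted over the list alone), such as Pdha1 of pyruvate dehydrogenase (log2 difference 0.39, standard error 0.10, adjusted p = 0.006). Of 16 genes that degrade branched-chain amino acids, 12 were higher (13 adjusted over the list alone), among them Bckdhb of the branched-chain keto acid dehydrogenase (0.74, standard error 0.15) and Aldh6a1 (0.68). In glycolysis 5 of 10 genes were higher (6 adjusted over the list alone), with 0.48 for the muscle phosphofructokinase Pfkm and 0.66 for Pfkfb3, and in glycogen metabolism 10 of 13 were higher and 2 lower (the same adjusted over the list alone), with 0.97 for the laforin gene Epm2a, 0.84 for the phosphorylase kinase subunit Phka1 and 1.03 for Ppp1r3c. All 4 lists passed camera for FOXO1dn (adjusted p = 1.12e-06, 1.32e-08, 0.000102 and 2.76e-06) and none did with an estimated correlation (adjusted p = 0.262 for the citric acid cycle and 0.24 for the others). Most macrophage and monocyte markers were lower in the same legs. For FOXO3dn 0 genes of these lists passed limma over all genes, 13, 6, 3 and 4 were higher and 0, 0, 0 and 1 lower at an unadjusted p under 0.05, and 2, 4, 2 and 0 were higher when adjusted over the list alone. The list medians of FOXO3dn were 0.18, 0.23, 0.12 and 0.20, with adjusted p = 2.47e-08, 6.3e-06, 0.00288 and 0.0173 from camera, and 0.334, 0.334, 0.334 and 0.363 with an estimated correlation. Without FOXO3dn replicate 2 these medians were 0.11, 0.14, 0.07 and 0.09, and the adjusted p of glycogen metabolism was 0.256.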

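Of 17 genes of MHC class I presentation, 14 were lower in FOXO1dn-labelled legs and 0 higher by limma (16 lower when adjusted over the list alone), among them the peptide transporter Tap1 (log2 difference -1.73, adjusted p = 0.0036) and the immunoproteasome subunit Psmb8 (-1.40, adjusted p = 0.003). In MHC class II presentation 7 of 9 genes were lower (7 adjusted over the list alone), with -1.31 for H2-Aa and -1.94 for Ctss, a lysosomal protease that trims the invariant chain. In cytosolic nucleic acid sensing 11 of 16 genes were lower (15 adjusted over the list alone), with -1.87 for the adaptor Sting1 and -1.65 for the DNA receptor Tlr9, and in complement 7 of 12 were lower (8 adjusted over the list alone), with -1.83 for the receptor C3ar1. In the same legs 25 of 26 macrophage and monocyte markers were lower. For FOXO3dn 2, 0, 1 and 0 genes of these lists were lower by limma over all genes (16, 5, 12 and 6 at an unadjusted p under 0.05, and 16, 4, 12 and 4 when adjusted over the list alone). Each list passed camera for both constructs, with an adjusted p of at most 3.16e-06 for FOXO1dn and 2.85e-05 for FOXO3dn. With an estimated correlation the adjusted p was 0.24 and 0.334 for each of the 4 lists, so that no call holds in that test. By fry of limma on the same fits, which tests a list without comparing it with other genes, FOXO1dn had adjusted p = 0.0201, 0.0164, 0.0198 and 0.0194. FOXO3dn had 0.181 for each by fry.

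**Figure D1:**
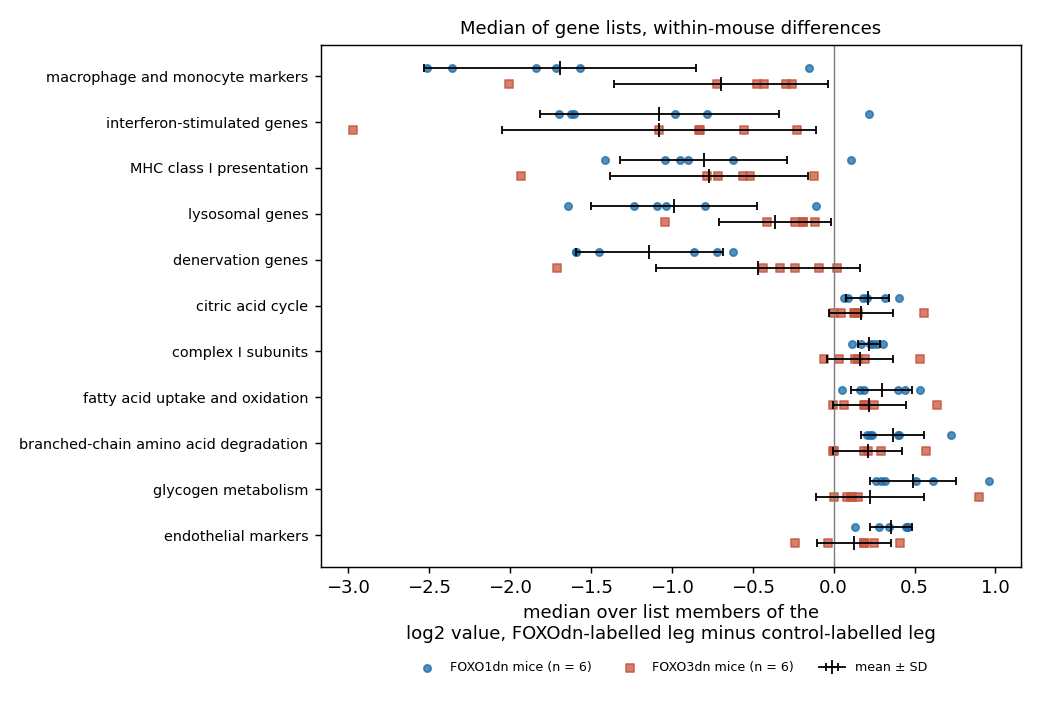
Median over the members of a gene list of the log2 difference between the FOXOdn-labelled and the control-labelled leg, with 1 point per mouse (6 FOXO1dn mice as circles, 6 FOXO3dn mice as squares) and bars for the mean ± SD. The medians of macrophage and monocyte markers and of lysosomal genes lie below 0 in each of the 12 mice.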

KEGG pathway GSEA of FOXO1dn- or FOXO3dn-transfected skeletal muscle revealed a similar response on the transcriptome between the two constructs (Figure S3A, Supplementary Table 3), and the overall overlap of KEGG pathways was also substantial (Figure S3B). The overlap was 309 unique genes for FOXO1, 26 for FOXO3, and 98 in common (Figure 2G). 

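The genes called for both constructs were each lower in the FOXOdn-labelled legs. They were Tnfrsf23, Parp14, Tap1, Ppp1r27, Rrad, Tubb2a, Parp12, Bex1, Atp13a3 and Pvr, 10 genes where 0.296 are expected (Fisher's exact test, p = 4.23e-14, with genes that are not independent). Parp14 and Parp12, interferon-induced ADP-ribosyltransferases, had log2 differences of -1.31 and -1.41 in FOXO1dn mice and -1.92 and -1.32 in FOXO3dn mice, and the poliovirus receptor Pvr -2.15 and -1.06. For FOXO1dn alone 421 genes were called and for FOXO3dn alone 5, namely Gbp7, Tnfrsf22, Twsg1, Ankrd1 and Tnfsf10. Ankrd1 and Tnfsf10 had -0.996 and -0.81 with FOXO1dn (adjusted p = 0.00872 and 0.0186 from limma) and missed only the log2 limit. The difference between the constructs had adjusted p = 0.615 for Gbp7, 0.493 for Tnfrsf22, 0.958 for Ankrd1 and 0.851 for Tnfsf10 from limma. Twsg1, a binding protein of bone morphogenetic proteins, had log2 differences of -0.07 with FOXO1dn and -1.23 with FOXO3dn (adjusted p = 0.0739 for the difference between the constructs). The shared count was 2 with the mouse as a fixed block on the arrays of each construct, 4 when each construct was fitted on its own arrays with the mouse as a random block, 166 against all control-labelled legs together, 5 without FOXO3dn replicate 2, 3 or 6 and 29 without FOXO1dn replicate 1.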

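The change differed between the constructs in 59 genes at an adjusted p under 0.05 from limma, and 54 of these had the larger change with FOXO1dn. Gsto1, a glutathione transferase, had a log2 difference of -2.24 in FOXO1dn mice and 0.02 in FOXO3dn mice (difference -2.26, adjusted p = 6.77e-08). The difference was -4.25 for the receptor subunit Chrng (adjusted p = 3.53e-06), -3.46 for the tubulin Tubb2a (adjusted p = 2.62e-05), -2.45 for Plet1 (adjusted p = 0.000322), and 0.84 for the drug exporter Abcb1a (adjusted p = 0.00449), which was 0.54 with FOXO1dn and -0.30 with FOXO3dn. Across all genes, which are not independent replicates, the log2 differences of the constructs had a Pearson r of 0.712 and a Spearman rho of 0.481, and r was 0.557 without FOXO3dn replicate 2. Over the genes called for FOXO1dn the median was -1.29 with FOXO1dn and -0.63 with FOXO3dn. Leaving out FOXO1dn replicate 1, 2 or 3 gave 97, 32 or 33 genes that differed, and leaving out FOXO3dn replicate 2 or 5 gave 182 or 31. With all control-labelled legs as 1 control group the controls cancel, and the FOXO1dn-labelled and FOXO3dn-labelled legs differed in 1273 genes. Each construct was given to its own cohort, so a difference between the constructs is also one between the cohorts. Control-labelled legs of the FOXO1dn mice differed from those of the FOXO3dn mice in 5296 genes, 4412 higher and 884 lower (2944 and 1302 with array medians centred, 1892 and 2088 with quantile normalization repeated).

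**Figure D2:**
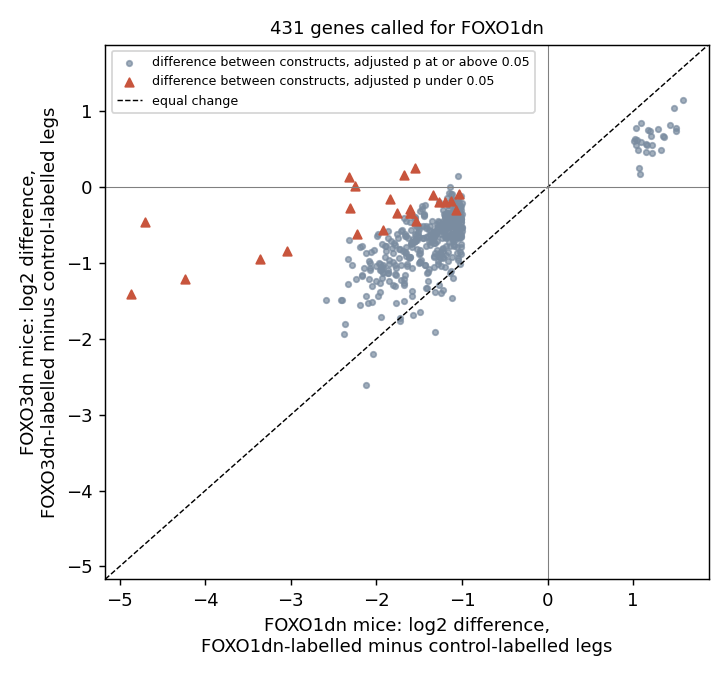
Log2 difference between FOXOdn-labelled and control-labelled legs in FOXO1dn mice (horizontal) and in FOXO3dn mice (vertical) for the genes called for FOXO1dn, 1 point per gene, with a dashed line for equal changes. The same direction holds for 425 genes, and triangles mark the 24 genes whose change differed between the constructs.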

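Of the 8 genes at which Figure S4 places FOXO1 or FOXO3 binding, Map2k6 was higher and the other 7 were lower in FOXO1dn-labelled legs. The binding comes from public data of other samples, labelled liver for FOXO1 and M for FOXO3, and was not measured in these muscles. The paper finds little overlap with such data and proposes that the changes in expression are secondary. Map2k6, a kinase that activates p38, rose in FOXO1dn-labelled legs with a log2 difference of 1.20 (standard error 0.25, n = 6 mice, adjusted p = 0.0012), and Tnfrsf1b, a TNF receptor, fell with -1.29 (standard error 0.25, adjusted p = 0.000893). Of the genes listed for FOXO3, Zbp1, a sensor of Z-form nucleic acids, fell in FOXO1dn-labelled legs with a log2 difference of -2.05 (standard error 0.45, adjusted p = 0.00215), Cmpk2, a mitochondrial nucleotide kinase, with -1.25 (standard error 0.28, adjusted p = 0.00279) and Fgl2, a fibrinogen-like protein, with -1.79 (standard error 0.36, adjusted p = 0.00107). Usp18, Irf7 and Ifih1, which shape interferon signaling and sense viral RNA, had -1.49, -1.11 and -1.02, and their adjusted p rose to 0.0735, 0.0806 and 0.0915 without FOXO1dn replicate 3. Irf7 and Ifih1 lost the call without FOXO1dn replicate 2 or 4 as well (adjusted p = 0.0832 and 0.0687 for Irf7, 0.136 and 0.0965 for Ifih1), and Ifih1 without replicate 6 (0.0589). In FOXO3dn-labelled legs the log2 differences were 0.67 for Map2k6, -0.52 for Tnfrsf1b, -1.52 for Zbp1, -0.93 for Cmpk2, -1.15 for Fgl2, -1.65 for Usp18, -1.20 for Irf7 and -1.01 for Ifih1, and without FOXO3dn replicate 2 they were, in this order, 0.40, -0.24, -1.002, -0.56, -0.64, -1.23, -0.79 and -0.62. By limma 0 of them passed for FOXO3dn over all genes, 1 was higher and 6 lower at an unadjusted p under 0.05 and when adjusted over the list alone, and for FOXO1dn 1 was higher and 7 lower either way. The study chose the genes by their change in these samples. Neither their counts nor the camera results that follow are therefore independent evidence of a change or of its direction. Camera gave the list an adjusted p of 0.000359 for FOXO1dn and 7.51e-06 for FOXO3dn, and adjusted p = 0.24 and 0.334 with an estimated correlation.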

The overlap of differentially expressed genes for each construct and publicly available data of chromatin immunoprecipitation data from FOXO1 [39] and FOXO3 [40] was 2 and 6 respectively (Figure S4A,B).

**Figure 2:**
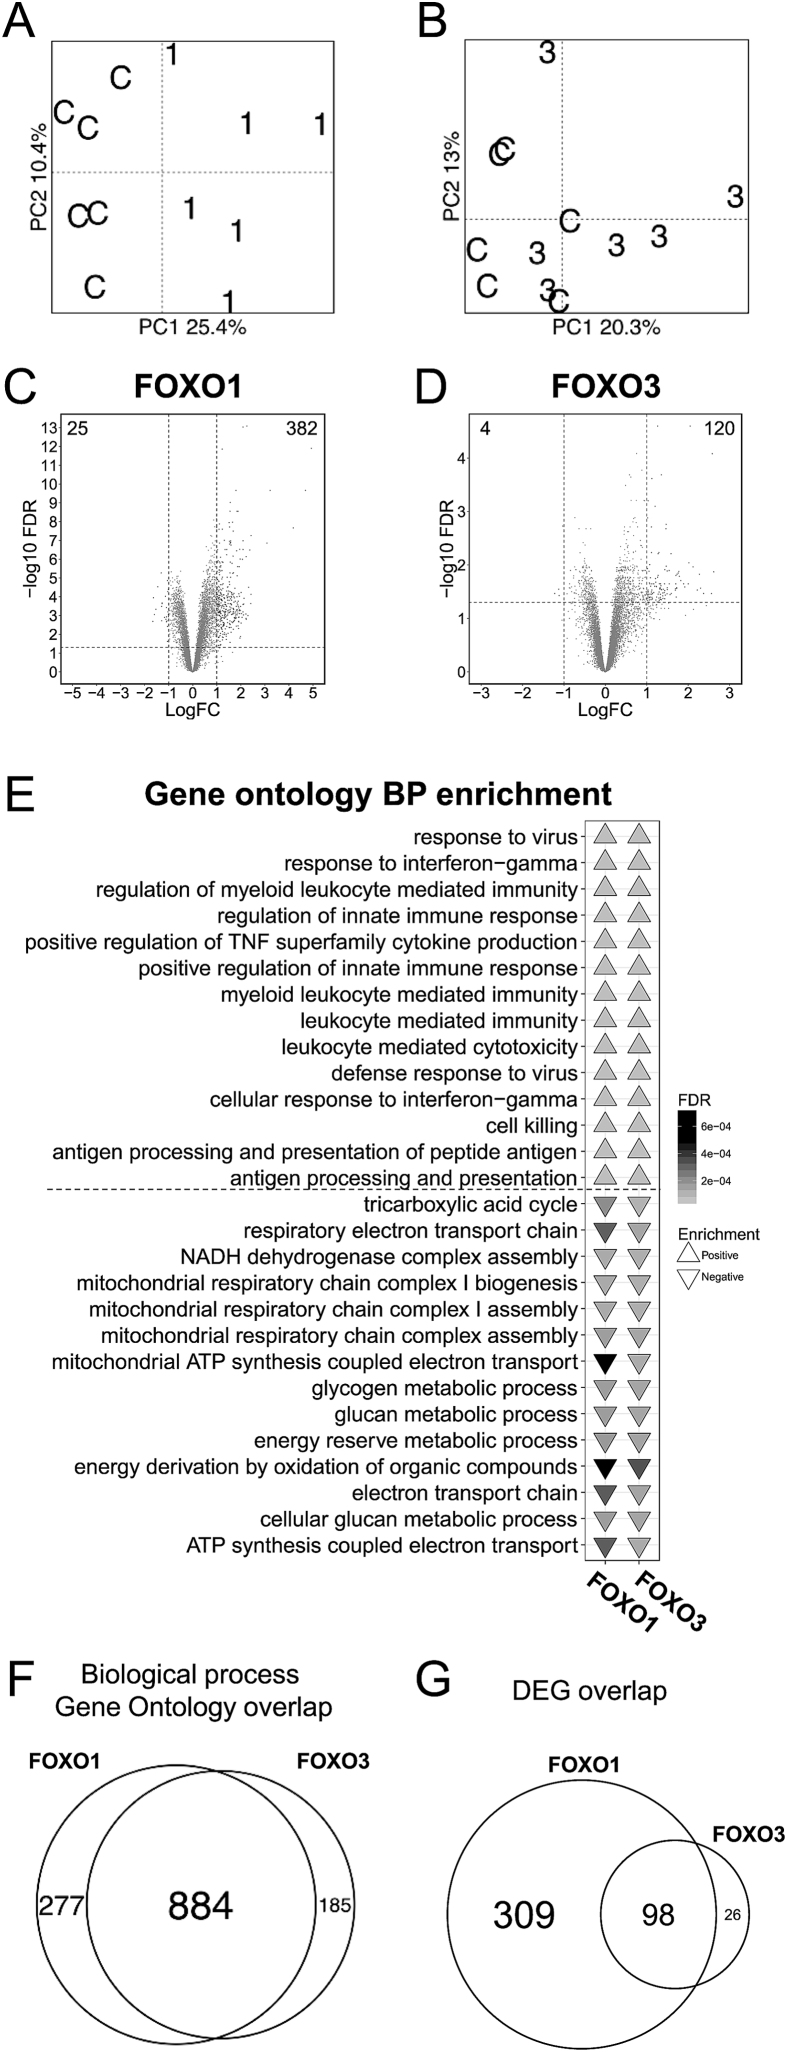
**Transcriptomic analysis of *tibialis anterior* muscle after FOXOdn overexpression**. (A) Principal component analysis of transcriptomic data of *tibialis anterior* muscle after FOXO1dn or (B) FOXO3dn overexpression. (C) Volcano plot showing changes in gene expression after FOXO1dn or (D) FOXO3dn overexpression. Dashed lines indicate value cutoff at multiple testing adjusted *p* < 0.05 and fold change of at least ±1 logFC. (E) Overlap of FOXO1 and FOXO3 GSEA, showing biological process (BP) gene ontologies, with the triangle showing negative or positive enrichment, and the shade indicating FDR. (F) Overlap of significantly enriched BP gene ontologies after FOXO1dn or FOXO3dn overexpression. (G) Overlap of differentially expressed genes in *tibialis anterior* muscle after FOXO1dn or FOXO3dn overexpression. *n* = 6 mice, all indicated pathways are significant at FDR < 0.05.

### 3.3 Protein abundance of GLUT4 and mitochondrial oxidative phosphorylation (OXPHOS) complexes

GLUT4 protein abundance was decreased in response to overexpression of either the FOXO1dn (40%, *p* < 0.05; Figure 3A,E) or the FOXO3dn (10%, *p* < 0.05; Figure 3B,E) construct, while HK2 protein content was unaffected (Figure 3A,B,E). Overexpression of either the FOXO1dn or the FOXO3dn construct attenuated the abundance of several proteins involved in oxidative phosphorylation. FOXO1dn overexpression decreased protein abundance of complex IV and complex V (50%, *p* < 0.05 and 20%, *p* < 0.05 respectively; Figure 3C,E), and FOXO3dn overexpression decreased protein abundance of complex II, III, and IV (40%, *p* < 0.001; 10%, *p* < 0.05; and 30%, *p* < 0.01 respectively; Figure 3D,E). 

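Subunits of complex IV, the cytochrome c oxidase of the respiratory chain, had small differences in both directions. Cox7a1, the muscle form of subunit VIIa, had a log2 difference of 0.50 in FOXO1dn-labelled legs (standard error 0.13, n = 6 mice, adjusted p = 0.00976). Cox5a, Cox6a2 and Cox7a2 had 0.32, 0.27 and 0.27. Cox6a1 and Cox8a, subunits of the forms found outside striated muscle, had -0.55 (adjusted p = 0.00185) and -0.53 (adjusted p = 0.00251). Of 24 subunits shown in Figure S5, 21 were measured by probe sets of their own, of which 4 were higher and 2 lower in FOXO1dn-labelled legs (7 higher and 2 lower when adjusted over the list alone, 8 higher and 2 lower at an unadjusted p under 0.05). The count was 3 without FOXO1dn replicate 2 and 2 without FOXO1dn replicate 3, with adjusted p = 0.0516 for Cox7a1, and Cox6a1 had an adjusted p of 0.161 against all control-labelled legs together. In FOXO3dn-labelled legs 0 subunits passed limma over all genes or when adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05. The mitochondrially encoded subunits COX1 and COX3 had log2 differences of 0.05 and 0.08 with FOXO1dn and -0.02 and -0.04 with FOXO3dn. Camera gave adjusted p = 0.0439 for FOXO1dn, which rose to between 0.0528 and 0.102 without FOXO1dn replicate 1, 2, 4 or 5 or FOXO3dn replicate 3, and adjusted p = 0.0510 for FOXO3dn, with adjusted p = 0.24 and 0.576 with an estimated correlation.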

Gene expression of complex IV subunits was decreased in 8 and increased in 2 out of 24 subunits measured after FOXO1dn overexpression, while FOXO3dn overexpression decreased the expression of only 1 subunit (Figure S4A,B).

**Figure 3:**
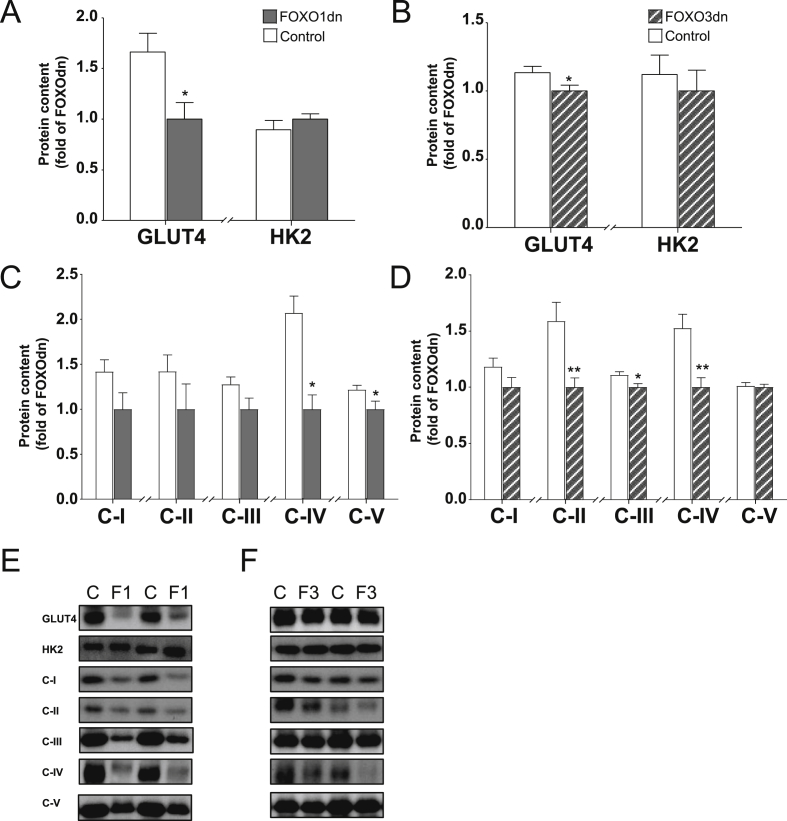
**FOXOdn transfection effects on abundance of proteins involved in glucose metabolism and oxidative phosphorylation in skeletal muscle**. (A) Quantification of GLUT4 and Hexokinase 2 (HK2) protein content in skeletal muscle after FOXO1dn transfection, or (B) FOXO3dn transfection. (C) Quantification of protein abundance of mitochondrial oxidative phosphorylation chain enzymes, complex I–V, following FOXO1dn transfection, or (D) FOXO3dn transfection. (E) Representative western blots of GLUT4, HK2 and the mitochondrial respiratory chain complex protein abundance. Data are mean ± SEM. *n* = 11 mice, *p < 0.05 and **p < 0.01.

### 3.4 Akt and mTOR signaling

Overexpression of the FOXO1dn construct increased Akt signaling in skeletal muscle, as evidenced by increased Akt protein (140%, *p* < 0.001), p-Akt Ser^473^ (720%, *p* < 0.05) and p-Akt Thr^308^ (570%, *p* < 0.005; Figure 4A,E), whereas overexpression of the FOXO3dn construct was without effect (Figure 4B,F). Overexpression of the FOXO3dn construct decreased glycogen synthase protein abundance (20%, *p* < 0.01), without altering glycogen synthase phosphorylation (Figure 4B,F), whereas overexpression of the FOXO1dn construct had no effect (Figure 4A). GSK3β phosphorylation was decreased by FOXO1dn transfection (20%, *p* < 0.05), while FOXO3dn transfection decreased GSK3β total protein content (20%, *p* < 0.01) (Figure 4A,B,E,F).

**Figure 4:**
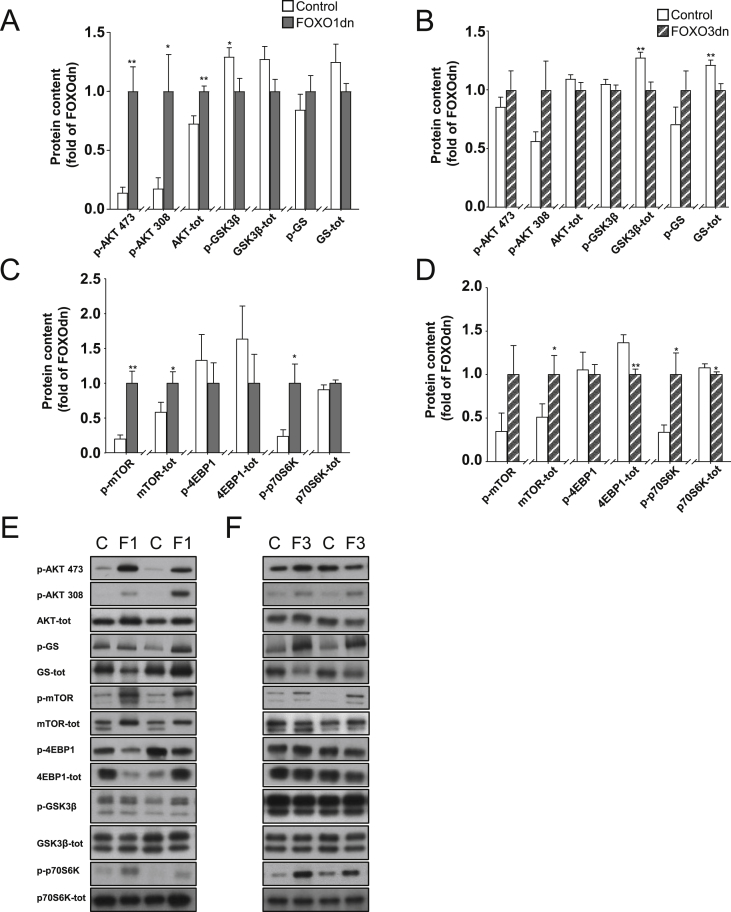
**Changes in total protein abundance and phosphorylation of signaling pathways in *tibialis anterior* muscle after FOXO1dn or FOXO3dn overexpression**. (A) Quantification of protein abundance and phosphorylation of Akt signaling in *tibialis anterior* skeletal muscle after FOXO1dn transfection, or (B) FOXO3dn transfection. (C) Quantification of protein abundance and phosphorylation of mTOR, and protein synthesis signaling following FOXO1dn transfection, or (D) FOXO3dn transfection. (E) Representative western blots of the studied signaling cascades for FOXO1dn transfection, or (F) FOXO3dn transfection. Data are mean ± SEM. *n* = 11 mice, *p < 0.05 and **p < 0.01.

Skeletal muscle overexpression of either the FOXO1dn or FOXO3dn construct increased mTOR protein abundance (170% and 190%, *p* < 0.05), while phosphorylation was only increased by FOXO1dn transfection (500%, *p* < 0.0005) (Figure 4C–F). The mTOR target, p70S6K, was modestly decreased (7%, *p* < 0.05) in response to FOXO1dn transfection (Figure 4C,E), and unaltered in response to FOXO3dn transfection (Figure 4D,F), while p70S6K phosphorylation was increased (420%, *p* < 0.05 and 300%, *p* < 0.05 respectively; Figure 4C–F). Total 4E-BP1 protein abundance decreased (30%, *p* < 0.005) only in response to the FOXO3dn transfection (Figure 4D,F).

### 3.5 Inflammatory signaling

Protein content of STAT1 was increased in skeletal muscle in response to overexpression of either the FOXO1dn or FOXO3dn construct (720%, *p* < 0.005 and 220%, *p* < 0.05 respectively; Figure 5A–C), whereas STAT1 phosphorylation was increased only in response to the FOXO1dn transfection (820%, *p* < 0.01) (Figure 5A,C). Gene expression of the chemokines *Ccl2*, *Ccl7*, *Cxcl9*, and *Ccl8*, were robustly upregulated in response to overexpression of either construct (Figure 5D). Markers of immune cells, including *Cd68*, *Cd48*, *Itgax*, *Cd3g*, *Ncr1*, *Itgam*, and *Ly6c*, were increased by FOXO1dn transfection (*p* < 0.01). FOXO3dn transfection increased *Cd68* (200%, *p* < 0.01), *Itgam* (170%, *p* < 0.05) and *Ly6c* (130%, *p* < 0.05) mRNA expression (Figure 5E). 

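The mean level of macrophage marker genes was lower in the FOXOdn-labelled leg of each of the 12 mice. The mean log2 value of 26 macrophage and monocyte markers differed by -1.64 ± 0.80 (SD, n = 6 mice) in FOXO1dn mice and -0.73 ± 0.70 in FOXO3dn mice. The mean of 15 genes associated with M1 macrophages, the form induced by interferon γ, differed by -0.80 ± 0.40 and -0.58 ± 0.56, lower in 6 of 6 mice for each. The mean of 16 genes associated with M2 macrophages, the form of tissue repair, differed by -0.31 ± 0.26 and -0.07 ± 0.20, lower in 5 of 6 mice for each (-0.14 with FOXO3dn without replicate 1, -0.01 without replicate 6). Natural killer cell markers differed by -0.71 ± 0.48 (lower in 5 of 6 mice) and -0.53 ± 0.59 (6 of 6), T cell markers by -0.29 ± 0.24 and -0.17 ± 0.21 (5 of 6 each), and dendritic cell markers by -0.31 and -0.27. B cell markers differed by -0.01 and -0.02 and neutrophil markers by -0.08 and -0.00. Outside the immune cells, endothelial markers differed by 0.33 ± 0.14 (higher in 6 of 6 mice) and 0.14 (5 of 6), fibroblast markers by -0.30 and 0.18 (higher in 6 of 6 FOXO3dn mice), adipocyte markers by 0.30 and 0.22, the 1 measured red cell marker by 0.23 and 0.14, Schwann cell markers by 0.05 and 0.01, and tendon markers by -0.29 and 0.19. Without FOXO3dn replicate 2 the FOXO3dn means were -0.45 for macrophages, -0.35 for M1, -0.29 for natural killer cells, -0.15 for dendritic cells and -0.10 for T cells, and without FOXO3dn replicate 1 they were 0.05 for fibroblasts, 0.13 for adipocytes, 0.21 for the red cell marker (0.05 without replicate 6) and -0.03 for tendon (0.31 without replicate 6). Without FOXO1dn replicate 2 the FOXO1dn means were -0.14 for fibroblasts and -0.03 for tendon (-0.44 without replicate 4), and without FOXO1dn replicate 3 they were 0.19 for adipocytes and 0.15 for the red cell marker. For scores that moved the same way in 6 of 6 mice the exact two-sided sign-flip p is the smallest that this number of mice allows, and adjusted over the cell types it is 0.109, so that no score passed. The deconvolution of Figure S6 was not analysed here.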

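Gene by gene, 25 of 26 macrophage and monocyte markers were lower in FOXO1dn-labelled legs by limma over all genes and 0 higher (26 lower when adjusted over the list alone). For FOXO3dn 0 passed over all genes, 16 were lower at an unadjusted p under 0.05 and 15 when adjusted over the list alone. Of the M1 genes 9 of 15 were lower with FOXO1dn (9 adjusted over the list alone) and 0 passed with FOXO3dn (8 lower at an unadjusted p under 0.05, 5 adjusted over the list alone). Of the M2 genes 4 of 16 were lower with FOXO1dn (4 adjusted over the list alone), among them Chil3 with a log2 difference of -2.32 and the mannose receptor Mrc1 with -1.06 (adjusted p = 0.12 for Mrc1 against all control-labelled legs together), and 0 passed with FOXO3dn (1 higher and 1 lower at an unadjusted p under 0.05 and adjusted over the list alone). Natural killer markers were lower in 9 of 14 with FOXO1dn (9 adjusted over the list alone) and T cell markers in 3 of 15 (5 adjusted over the list alone), and with FOXO3dn 0 of either passed (8 and 1 lower at an unadjusted p under 0.05, 6 and 0 adjusted over the list alone). Camera gave adjusted p = 6.48e-27 and 1.74e-11 for the macrophage list, 3.11e-05 and 9.82e-06 for M1, 0.000187 and 9.82e-06 for natural killer cells, 0.00784 and 0.00797 for T cells, and 0.103 and 0.856 for M2. Dendritic cell markers had 3 of 12 lower with FOXO1dn (3 adjusted over the list alone, adjusted p = 0.103 from camera) and 0 with FOXO3dn (2 lower at an unadjusted p under 0.05, 1 adjusted over the list alone, adjusted p = 0.0128 from camera, and 0.0534 and 0.0978 without FOXO3dn replicate 1 or 2), and the lists of B cell and neutrophil markers did not pass camera, with Csf3r alone lower among their genes (-0.84 with FOXO1dn, adjusted p = 0.143 against all control-labelled legs together). With an estimated correlation no list passed, with adjusted p of at least 0.24 for FOXO1dn and 0.334 for FOXO3dn (0.297 and 0.334 for T cells, 0.354 and 0.334 for dendritic cells, 0.24 and 0.668 for M2). The macrophage list differed between the constructs by camera with the preset correlation (adjusted p = 5.1e-12), whose estimated form was not run for the difference. One by one, 0 of its genes differed between the constructs by limma. The correlation estimated for this list was 0.85 with FOXO1dn and 0.73 with FOXO3dn, far above the preset 0.01. Such a difference is also one between the cohorts. Without FOXO3dn replicate 2 the T cell list had an adjusted p of 0.0963 for FOXO3dn from camera.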

Immune cell signature analysis showed that the M1 macrophages were the main signature enriched in response to either FOXO1dn or FOXO3dn transfection (Figure S6A,B). Moreover, the immune cell signatures were efficiently separated between FOXO1dn and FOXO3dn transfected samples from the respective control samples using principal component analysis (Figure S6C,D).

**Figure 5:**
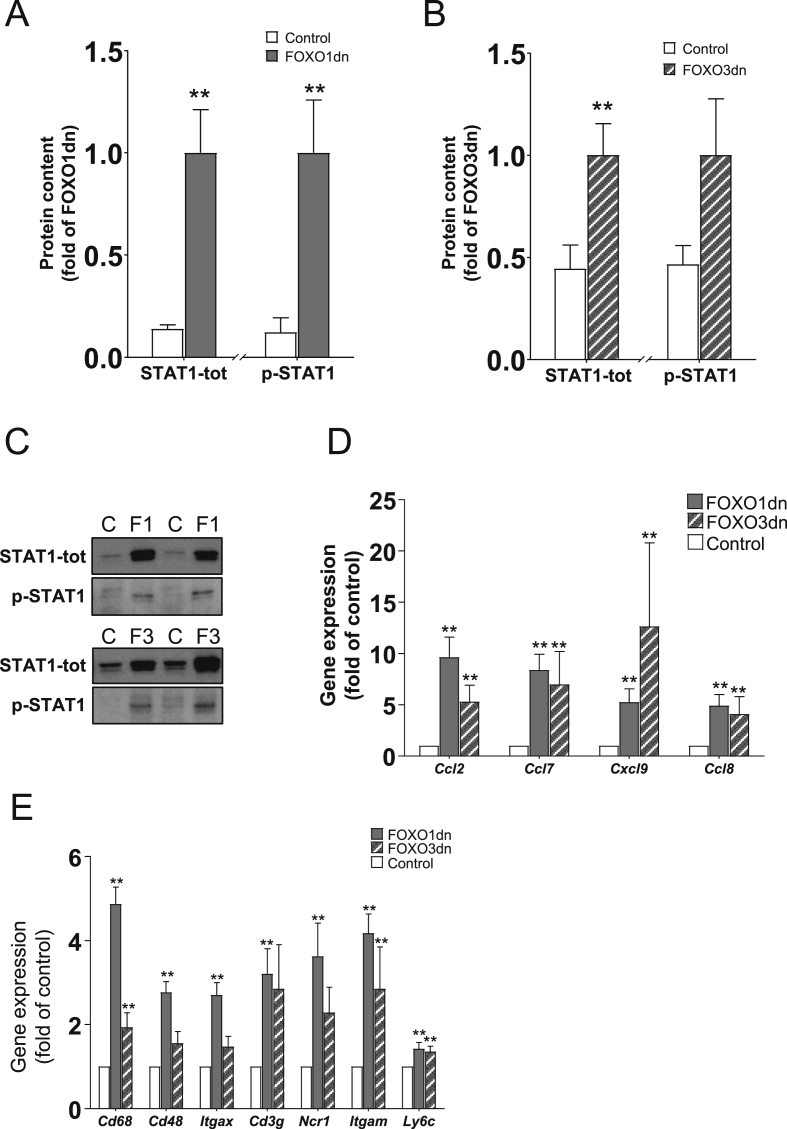
**Effects of FOXOdn overexpression on inflammatory signaling pathways in *tibialis anterior* muscle**. (A) Quantification of STAT1 protein content and phosphorylation after FOXO1dn or (B) FOXO3dn electroporation in *tibialis anterior* muscle. (C) Representative western blots of STAT1 protein content and phosphorylation after FOXO1dn or FOXO3dn overexpression. (D) Gene expression analysis of chemokine genes after FOXO1dn or FOXO3dn overexpression. (E) Gene expression of key immune cell markers after FOXO1dn or FOXO3dn overexpression. Data are mean ± SEM. *n* = 11 mice. *p < 0.05 and **p < 0.01.

## 4 Discussion

FOXO transcription factors regulate skeletal muscle mass and fiber type characteristics [9], [10]. Furthermore, FOXO proteins are essential for a wide range of metabolic functions, including the control of carbohydrate and lipid oxidation in skeletal muscle during fasting [18] or high fat feeding [41]. Here we provide evidence that overexpression of either a FOXO1dn or FOXO3dn construct in skeletal muscle attenuates glucose uptake. FOXO transcriptional regulation of glucose uptake is likely to involve several mechanisms. We found FOXO1dn or FOXO3dn transfection decreased GLUT4 protein abundance, which may account for the attenuation of glucose uptake [42]. The reduction in GLUT4 protein may occur from the regulation of PPARγ1 or PPARγ2 promoter binding [43], or by a direct interaction between FOXO and the GLUT4 promoter [44]. Skeletal muscle specific triple deletion of FOXO1, FOXO,3 and FOXO4, does not affect glycogen content [17], implying that the binding sites of FOXO proteins might be relevant for other transcription factors that regulate metabolism. However, we found overexpression of FOXO3dn, but not FOXO1dn, decreased intramuscular glycogen content. Thus, our results indicate that glucose storage is under the regulation of FOXO3 transcriptional activity and implies specialized roles of FOXO isoforms in the control of glucose uptake and metabolism.

FOXO proteins regulate energy homeostasis through the control of glucose metabolism and mitochondrial respiration [10]. Liver specific deletion of FOXO1 restores mitochondrial respiration in insulin resistant mice [45], while *in vitro* expression of constitutively active FOXO3 reduces mitochondrial respiration and respiratory chain complex proteins [46]. FOXO1 activation in C2C12 skeletal muscle cells increases fatty acid uptake and oxidation and drives the expression of genes involved in lipid metabolism [20]. This finding suggests that inactivation of FOXO1 may contribute to the accumulation of intramuscular lipids and insulin resistance. Here we found that a transient inhibition of FOXO transcriptional activity decreased the abundance of mitochondrial proteins in skeletal muscle. Thus, the reduction in glucose uptake in skeletal muscle overexpressing FOXO1dn or FOXO3dn may arise from an accumulation of intramuscular lipids or metabolic intermediates due to attenuated mitochondrial respiration. These changes may occur by a direct or indirect gene regulatory mechanism, or secondarily from reduced glucose uptake. Furthermore, the decreased GLUT4 protein content, combined with the decreased abundance of mitochondrial OXPHOS complexes, may account for the reduction in glucose uptake in skeletal muscle. Skeletal muscle glycogen content and glycogen synthase protein content, was decreased only after FOXO3dn transfection, indicating that FOXO3 plays a role in regulating glucose storage. The decrease in OXPHOS complexes and GLUT4 after FOXO1dn transfection are insufficient to affect skeletal muscle glycogen content as observed after FOXO3dn transfection.

We performed a transcriptomic analysis to identify distinct signatures of gene expression profiles influenced by inactivation of FOXO1 or FOXO3 in skeletal muscle. The microarray analysis was validated by qPCR (Figure 5D,E). 

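The 4 chemokines that attract monocytes and T cells were lower in FOXO1dn-labelled legs than in control-labelled legs. Ccl2 had a log2 difference of -1.96 (standard error 0.37, lower in 6 of 6 mice, adjusted p = 0.000654), Ccl7 of -2.19 (standard error 0.45, adjusted p = 0.00125), Ccl8 of -1.59 (standard error 0.31, adjusted p = 0.000822) and Cxcl9 of -2.04 (standard error 0.59, adjusted p = 0.0161), each of the last 3 lower in 5 of 6 mice. The lysosomal protein Cd68 and the integrin Itgam of macrophages had -2.29 (standard error 0.35, adjusted p = 0.000127) and -1.98 (standard error 0.34, adjusted p = 0.000305), and Ly6c2 of inflammatory monocytes had -2.37 (standard error 0.52, adjusted p = 0.00209). Ncr1 of natural killer cells had -1.22, Cd48 of leukocytes -0.71 and Cd3g of T cells -0.71 (adjusted p = 0.0174, 0.0176 and 0.0341). Itgax of dendritic cells had -0.56 (adjusted p = 0.0937) and Ly6c1 had 0.42 (adjusted p = 0.13, and 0.26 without FOXO1dn replicate 3 as the log2 difference). In FOXO3dn-labelled legs the differences were -1.38 for Ccl2 (adjusted p = 0.0756), -1.56 for Ccl7, -1.07 for Ccl8, -2.19 for Cxcl9, -1.02 for Cd68, -1.01 for Itgam and -1.93 for Ly6c2 (adjusted p = 0.0765), which without FOXO3dn replicate 2 became -1.04, -1.04, -0.78, -1.56, -0.66, -0.70 and -1.28, and 0 of the 12 genes passed limma over all genes.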

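Adjusted over the list alone, 4 of the 4 chemokines were lower with each construct, and of the 8 immune marker genes 7 were lower and 1 higher with FOXO1dn and 5 lower with FOXO3dn. At an unadjusted p under 0.05 the 4 chemokines and 5 of the markers were lower with FOXO3dn. The paper measured these genes by qPCR in muscle of the same experiment and does not state how they were chosen. They are therefore not taken as independent evidence of a direction. Camera gave the chemokines adjusted p = 5.76e-05 and 3.76e-06 and the markers 7.42e-05 and 1.82e-05 for FOXO1dn and FOXO3dn, with adjusted p = 0.24 and 0.334 with an estimated correlation. The adjusted p of Cxcl9 was 0.0721, 0.0625 and 0.0624 without FOXO1dn replicate 2, 3 or 4, and that of Ccl8 was 0.115 against all control-labelled legs together. The 10 genes that passed with FOXO1dn became 6 without FOXO1dn replicate 3 or 4, with adjusted p = 0.11, 0.159 and 0.0926 for Cd48, Cd3g and Ncr1 without replicate 3. With FOXO3dn Ccl2 passed without FOXO1dn replicate 1 (adjusted p = 0.0476), and 9 genes passed against all control-labelled legs together.

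**Figure D3:**
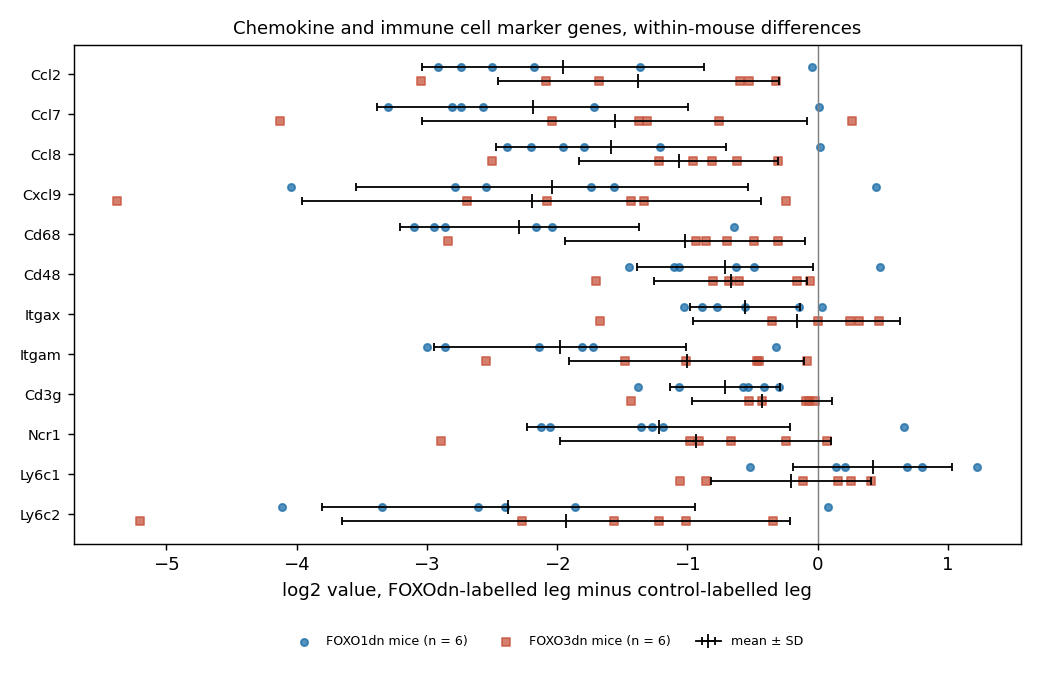
Log2 difference between the FOXOdn-labelled and the control-labelled leg for the chemokine and immune marker genes of Figure 5D,E on the arrays, with 1 point per mouse (6 FOXO1dn mice as circles, 6 FOXO3dn mice as squares) and bars for the mean ± SD. Ccl2, Cd68, Itgam and Cd3g lie below 0 in each of the 12 mice.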

Canonical FOXO target genes [17] were changed by FOXOdn transfection (Figure S2A,B), indicating that the inhibition of FOXO transcriptional activity was successful. 

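Some other FOXO target genes of atrophy and autophagy changed in FOXO1dn mice. Mstn, which encodes the growth inhibitor myostatin, rose in FOXO1dn-labelled legs with a log2 difference of 1.43 (standard error 0.22, higher in 6 of 6 mice, adjusted p = 0.000148) and had 0.81 with FOXO3dn (adjusted p = 0.0853). Ulk1, the kinase that starts autophagy, had a log2 difference of 0.74 with FOXO1dn (standard error 0.15, adjusted p = 0.00133) and 0.06 with FOXO3dn. Ctsl, a lysosomal protease, had -0.74 and -0.26 (adjusted p = 0.0012 for FOXO1dn, and 0.0712 against all control-labelled legs together). Igfbp5, a binding protein of insulin-like growth factors, fell in FOXO3dn-labelled legs with -0.92 (standard error 0.14, adjusted p = 0.00194), with adjusted p = 0.102 for the mouse as a fixed block on the own arrays. Of 23 measured genes of this list, 6 were higher and 3 lower with FOXO1dn and 0 higher and 1 lower with FOXO3dn (6 and 3, and 1 and 2, when adjusted over the list alone, with 3 higher and 4 lower for FOXO3dn at an unadjusted p under 0.05). The list did not pass camera for FOXO1dn (adjusted p = 0.103) or FOXO3dn (adjusted p = 0.677). The difference between the constructs had an adjusted p of 0.0473 for this list and 0.473 for the canonical genes of Figure S2 from camera with the preset correlation, the estimated form not having been run for the difference, and 0 genes of either list differed one by one by limma (2194 of all genes at an unadjusted p under 0.05).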

FOXO1dn transfection had more robust effects on FOXO target genes as compared with FOXO3dn, reflecting the results from the differential expression analysis. Our transcriptome analysis revealed that the overlap of differentially expressed genes induced by the FOXO1dn and FOXO3dn overexpression was ∼10% and 90% respectively. The pathways modulated by the FOXO1dn and FOXO3dn transfections were remarkably similar, with ∼80% being shared. The transcriptomic changes observed after FOXOdn transfections appear to be secondary, as there was little overlap with publicly available chromatin immunoprecipitation data [39], [40]. This would suggest that the function of FOXO proteins on metabolism and inflammation is to coordinate the gene expression response to environmental stimuli.

Overexpression of FOXO1dn or FOXO3dn constructs reduces the expression of genes controlling oxidative phosphorylation and fatty acid metabolism. These results were consistent with changes in the abundance of mitochondrial complex proteins, and decreases in the expression of genes encoding mitochondrial complex proteins, implying that the changes are due to transcriptional, rather than posttranslational effects. Moreover, we found the Akt signaling pathway as well as several inflammatory pathways were altered in skeletal muscle overexpressing FOXO1dn or FOXO3dn constructs. Thus, inactivation of FOXO signaling gives rise to an *immunometabolism* gene signature that is characteristic of obesity-induced insulin resistant states [47], [48]. 

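Some genes of oxidative phosphorylation and of fatty acid use were higher in FOXO1dn-labelled legs, in which 25 of 26 macrophage and monocyte markers were lower (median log2 difference of the list -1.68). Of 33 measured subunits of complex I, which takes electrons from NADH, 10 were higher and 0 lower by limma over all genes (22 higher when adjusted over the list alone), such as Ndufa12 (log2 difference 0.41, standard error 0.10, adjusted p = 0.00621) and Ndufa8 (0.36). Sdha of complex II had 0.27 (1 of 4 subunits higher, 1 adjusted over the list alone), 1 of 8 subunits of complex III was higher (6 adjusted over the list alone), and 2 of 15 subunits of complex V, the ATP synthase, were higher (3 adjusted over the list alone), with Atp5pb at 0.28. Of 22 genes of fatty acid uptake and oxidation, 11 were higher (14 adjusted over the list alone), with 0.83 for the mitochondrial carrier Ucp3 (standard error 0.16, adjusted p = 0.000629), 0.64 for the fatty acid transporter Slc27a1, 0.56 for the dehydrogenase Acadvl and 0.55 for the thiolase Acaa2. In FOXO3dn-labelled legs 0 genes of these 5 lists passed limma over all genes (18, 2, 4, 5 and 10 were higher at an unadjusted p under 0.05 and 1, 0, 2, 1 and 7 when adjusted over the list alone), with list medians of 0.18, 0.16, 0.16, 0.12 and 0.19, which became 0.10, 0.10, 0.09, 0.07 and 0.11 without FOXO3dn replicate 2.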

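By camera complex I, complex III, complex V and fatty acid genes passed for both constructs (adjusted p = 3.02e-09, 0.00249, 0.0382 and 1.53e-06 for FOXO1dn, 6.68e-11, 0.000718, 8.59e-05 and 4.31e-08 for FOXO3dn), and complex II passed for FOXO3dn (adjusted p = 0.0116, and 0.0653 for FOXO1dn). With an estimated correlation the adjusted p of these lists was 0.24, 0.24, 0.307, 0.255 and 0.311 for FOXO1dn and 0.334, 0.361, 0.334, 0.334 and 0.334 for FOXO3dn, so that no call holds in that test. By fry on the same fits it was 0.0116, 0.0148, 0.0280, 0.0204 and 0.0340 for FOXO1dn and at least 0.181 for FOXO3dn. Complex V had an adjusted p of 0.0511, 0.0763 and 0.0738 for FOXO1dn without replicate 2, 3 or 5, and complex II one of 0.0963 for FOXO3dn without replicate 2.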

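Few genes of the Akt and mTOR pathway passed, in both directions and by small amounts. Akt1, which encodes the more widely expressed Akt kinase, had a log2 difference of -0.66 in FOXO1dn-labelled legs (standard error 0.08, lower in 6 of 6 mice, adjusted p = 1.03e-05) and -0.21 in FOXO3dn-labelled legs (adjusted p = 0.211). Akt2, the main Akt of insulin-stimulated glucose uptake, had -0.19 (adjusted p = 0.0569) and -0.16. Tsc1, an inhibitor of mTOR complex 1, had 0.56 with FOXO1dn and 0.59 with FOXO3dn, Gys1, glycogen synthase, had 0.48 and 0.38 (0.21 without FOXO3dn replicate 2), and Mtor itself had -0.25 and 0.08. Eif4ebp1, which encodes 4E-BP1, had 0.03 and 0.39, Gsk3b 0.15 and 0.08, and Trib3, an inhibitor of Akt, 0.02 and -0.02. Of 22 measured genes of the pathway 2 were higher and 2 lower with FOXO1dn (2 and 3 when adjusted over the list alone), and with FOXO3dn 0 passed limma (4 higher and 3 lower at an unadjusted p under 0.05, 2 higher adjusted over the list alone). The list did not pass camera (adjusted p = 0.858 for FOXO1dn and 0.416 for FOXO3dn). Reactome sets of insulin receptor signaling (102 genes) and mTOR signaling (25 genes) had adjusted p = 0.113 and 0.075 for FOXO1dn. Against all control-labelled legs together, a setting that mixes the cohorts, Akt1 had an adjusted p of 0.525. Without FOXO1dn replicate 3 the adjusted p was 0.0943 for Tsc1 (log2 difference 0.36), 0.091 for Gys1 and 0.0516 for Mtor (Gys1 0.0635 without replicate 4, and Mtor 0.1, 0.0601 and 0.0503 without replicate 1, 2 or 6).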

Inflammatory signaling alters lipid metabolism in liver, adipose tissue, skeletal muscle, and macrophages in the context of infection, diabetes, and atherosclerosis.

FOXOdn transfection attenuated skeletal muscle glucose uptake, concomitant with increased Akt signaling, as revealed by our protein content and phosphorylation analysis. Additionally, FOXOdn transfection increased Akt signaling, consistent with our finding of increased mTOR protein content and p70S6K phosphorylation after transfection with either FOXO1dn or FOXO3dn. Previous studies establish that FOXO proteins regulate insulin sensitivity in liver [49], [50], skeletal muscle [51], and adipose tissue [52]. Furthermore, FOXO1 has been shown to increase Akt phosphorylation through tribble 3, a modulator of Akt activity, by suppressing its promotor activity [50], and stimulate phosphatase activity in cardiomyocytes [53]. Here we show that inhibition of FOXO1 transcriptional activity increased Akt phosphorylation, indicating that FOXO transcription binding sites rather than FOXO proteins are likely to mediate tribble 3 or phosphatase activity. Thus, the two contrasting observations of decreased glucose uptake (due to decreased protein content of GLUT4 and energy metabolizing enzymes), and increased Akt phosphorylation (due to changes in Akt modulating enzymes) might be due independent and parallel mechanisms.

FOXO proteins regulate inflammatory cell function [54]. FOXO1 or FOXO3 deficiency *in vivo* leads to immune cell activation and proliferation [55], [56]. 

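The median difference of interferon-stimulated genes was below 0 in the FOXOdn-labelled legs of both constructs. Of 42 measured genes, 33 were lower and 0 higher with FOXO1dn by limma over all genes (34 lower when adjusted over the list alone), and 4 were lower with FOXO3dn (41 adjusted over the list alone). The median log2 difference of the list was -1.09 with FOXO1dn and -1.06 with FOXO3dn, lower in 5 of 6 and 6 of 6 mice, and without FOXO3dn replicate 2 it was -0.69 with FOXO3dn. In the same legs 25 of 26 macrophage and monocyte markers were lower with FOXO1dn (list median -1.68), and their median was -0.69 with FOXO3dn (-0.42 without FOXO3dn replicate 2). The list passed camera for both (adjusted p = 1.28e-15 and 9.55e-36) and not with an estimated correlation (adjusted p = 0.24 and 0.334), and its change did not differ between the constructs (adjusted p = 0.849). Cxcl10, a chemokine that interferon γ induces, had a log2 difference of -2.37 with FOXO1dn (standard error 0.50, adjusted p = 0.00164) and -1.80 with FOXO3dn (-1.11 without FOXO3dn replicate 2). With FOXO3dn the genes past the threshold were Gbp7, a guanylate-binding protein that interferon γ induces (-2.56, adjusted p = 0.0455), Ddx58, the RNA sensor RIG-I (-0.85), Parp14 and Tap1, and without FOXO3dn replicate 2 their adjusted p was 0.238, 0.248, 0.21 and 0.262. Of 24 chemokine genes 13 were lower with FOXO1dn (13 adjusted over the list alone) and 0 with FOXO3dn by limma (13 lower and 1 higher at an unadjusted p under 0.05, 9 lower adjusted over the list alone), with camera adjusted p = 1.67e-07 and 1.26e-06, and 0.24 and 0.334 with an estimated correlation. The paper draws on genes of oxidative phosphorylation and fatty acid metabolism, on mitochondrial complex proteins and on altered Akt and inflammatory pathways. From these it concludes that loss of FOXO signaling produces an immunometabolism gene signature.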

Our GSEA indicates that several inflammatory signaling pathways are enriched after either FOXO1dn or FOXO3dn transfection. This observation was biochemically validated by measuring changes in chemokine expression, STAT1 signaling, and immune cell markers. Moreover, our data suggest that FOXO1 and FOXO3 transcriptional activity is necessary for suppression of inflammatory signaling, as STAT1 total protein content, expression of chemoattractants, and markers of immune cells were robustly increased in skeletal muscle overexpressing FOXO1dn or FOXO3dn constructs. The increased STAT1 protein content after FOXO1dn or FOXO3dn transfection suggests that interferon γ and interferon β signaling was increased after transfection [57], in accordance with the predictions from the pathway analysis. The increased expression of chemokines is concurrent with increased expression of immune cell markers, confirming that FOXO transcriptional activity is involved in the recruitment of inflammatory cells within skeletal muscle. However, as the electroporation procedure could cause early and transient inflammation [58], FOXO transcriptional activity might be necessary for suppressing an initial inflammatory insult. Muscle inflammation regulates glucose uptake and metabolism [59], [60], raising the possibility that tissue inflammation occurs synergistically with changes in mitochondrial and GLUT4 protein levels to regulate glucose handling after FOXOdn transfection. The possibility that FOXOdn transfection might increase systemic inflammation through secreted chemokines seems implausible given that the control transfected leg showed lower levels of inflammatory signaling. Future studies are warranted to establish the mechanism by which FOXO transcriptional activity governs inflammation in skeletal muscle, and whether FOXO regulation of inflammatory processes is independent of glucose and energy homeostasis.

FOXO transcriptional activity is increased in several conditions, including skeletal muscle insulin resistance, exercise, and atrophy, highlighting the role of FOXO as a central transcriptional regulator of maintenance of skeletal muscle energy homeostasis [9], [10], [12]. Our study reveals that FOXO1 and FOXO3 transcriptional activity is necessary for the regulation of glucose handling and control of inflammatory signaling in mature skeletal muscle. A further understanding of the role of FOXO in the control of metabolic and inflammatory events in skeletal muscle may identify pathways governing “immunometabolic” networks involved in several pathophysiological conditions affecting skeletal muscle function.

# Supplementary material for: Regulation of glucose uptake and inflammation markers by FOXO1 and FOXO3 in skeletal muscle
**Source:** Mol Metab. 2018 Nov 16;20:79–88. doi: 10.1016/j.molmet.2018.09.011
**Supplement:** Multimedia component 4

## Slide 1

Figure S1
FOXO1dn or FOXO3dn
NES
Control
DBD
TA domain
NLS
FOXOdn
Glucose uptake and
glycogen content
Transcriptome with
Mouse Gene Array 2.1st
qPCR
Western blot
DBD = Forkhead DNA binding Domain
NLS = Nuclear localization signal
NES = Nuclear export signal
TA domain = Transactivation domain
Figure S1. Method schematic

## Slide 2

Figure S2
A
B
FOXO1 responsive genes
FOXO3 responsive genes
Figure S2. Changes in canonical FOXO responsive genes after transfection. Genes responding to FOXO1dn (A) or FOXO3dn (B) transfection. Data are mean ± confidence intervals for paired muscle samples. n=6 mice per construct, *p<0.05, **p<0.01, and ***p<0.005

## Slide 3

Figure S3
A
KEGG pathway enrichment
B
KEGG pathway overlap
FOXO1
FOXO3
Figure S3. Gene set enrichment analysis of KEGG pathways after transfection. (A) Overlap of FOXO1 and FOXO3 gene set enrichment showing KEGG pathways, with the triangle showing negative or positive enrichment, and the shade indicating FDR. (B) Overlap of significantly enriched pathways after FOXO1dn or FOXO3dn overexpression.

## Slide 4

Figure S4
A
B
FOXO1 Chip
Targets (liver)
FOXO1 DEG
FOXO3 Chip
Targets (M)
FOXO3 DEG
Map2k6, Tnfrsf1b
Cmpk2, Irf7, Ifih1, Zbp1, Usp18, Fgl2
Figure S4. Specificity of FOXOdn trascriptome. (A) FOXO1dn and (B) and FOXO3dn overlap of significantly changed genes in this study and publicly available chromatin immunoprecipitation data.

## Slide 5

Figure S5
A
B
Mitochondrial complex IV gene expression
after FOXO1dn transfection
Mitochondrial complex IV gene expression
after FOXO3dn transfection
Figure S5. Changes in genes coding for mitochondrial complex IV after FOXOdn transfection. Mitochondrial complex IV genes responding to FOXO1dn (A) or FOXO3dn (B) transfection. Data are mean ± confidence intervals for paired muscle samples. n=6 mice per construct, *p<0.05, **p<0.01, and ***p<0.005

## Slide 6

Figure S6
A
B
*
*
*
*
C
D
Figure S6. Inference of immune cell infiltration in skeletal muscle after FOXOdn transfections. Heatmap of inferred enrichment of immune cell types showing cell populations contributing more than 5% to total composition for FOXO1dn (A) and FOXO3dn (B). PCA of all immune cell type enrichment after FOXO1dn (C) and FOXO3dn (D). n=6 mice per construct, *p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

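The deposited series matrix holds log2 intensities, which the authors computed by RMA with oligo and the array's annotation package. These values were used as deposited, without raw intensities. Labels of the arrays name the plasmid, the cohort and the mouse, and all 24 arrays were mapped, with 0 left unmapped. The pairing of legs comes from the mouse numbers in the titles together with the described design of contralateral control legs. As a check of the pairing, the deviations of the 2 legs of a mouse from their group means had Pearson r across genes of -0.14, 0.03, 0.01, 0.11, 0.20 and 0.18 in the FOXO1dn mice and 0.02, -0.37, 0.21, 0.22, 0.27 and 0.29 in the FOXO3dn mice. The consensus correlation of legs of a mouse was 0.0606.

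Of 41345 probe sets, 23521 carry 1 gene symbol, 1814 carry several symbols and 16010 are unnamed. After 1796 probe sets of microRNAs, predicted genes and pseudogenes were removed, 21725 remained, and the brightest probe set of each gene gave 20466 genes. Genes whose probe sets carry several symbols were not analysed one by one, which leaves out Gadd45a, Cox11 and Cox6c, and mt-Co2 has no named probe set. Of 779 genes on 47 lists, 710 were measured, 33 lie on probe sets with several symbols and 36 are not named. Pearson r between arrays was 0.938 to 0.982.

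Differences are those of limma (lmFit with duplicateCorrelation on the mouse, eBayes) over 4 groups of 6 arrays, FOXOdn-labelled minus control-labelled. The genes named in the text are those of the paper, members of the lists and the genes with the largest differences that moved the same way in 6 of 6 mice. Lists were tested with camera at a preset correlation of 0.01, camera with an estimated correlation, fry and fgsea, and Reactome sets of 10 to 500 genes with fgsea on the limma statistic. Per-muscle scores and principal components were compared within mice by exact two-sided sign flips. Counts of genes were computed again without the mouse as a block, with it as a fixed effect, on the arrays of each construct, against 1 control group, with trend and robust variance, with other filters, probe-set choices and normalizations, and without each mouse, as far as a setting gives the contrast. Reactome sets were tested again without the block and ranked by the log2 difference, principal components with scaled genes, with the most variable genes and without dim genes, and scores as medians and without dim markers. In the settings the value of a list is the size of its median with the sign of the direction of the test, and the medians of lists without single mice were therefore computed again with their own sign.

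In a self-test, differences were added to simulated values of 24 arrays and 20466 genes. The simulated genes were independent of each other, with normal noise, no difference between cohorts and no mouse far from the others. The differences below were added to randomly drawn genes outside the lists. The recovery therefore describes the fit on such values, and not what could be detected on the measured arrays. Added log2 differences of 0.5, 1, 1.5 and 2 were recovered as 0.50, 1.01, 1.49 and 2.01 on average, with 78%, 98%, 98% and 100% of the genes called at an adjusted p under 0.05, and 8 unchanged genes were called, 0 of them with an absolute log2 difference over 1. Versions were R 4.3.3, limma 3.58.1, statmod 1.5.0, fgsea 1.28.0, Python 3.11.15 and matplotlib 3.10.9. Gene ontologies, KEGG pathways, immune deconvolution and the protein and qPCR measurements were not analysed here.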

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

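The 2 tests of the direction were chosen only after the result was seen, and the others were fixed first.

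By the labels of the arrays, the log2 differences run opposite to the fold changes drawn in Figures S2 and S5, with a Pearson r of -0.984 across 33 genes for FOXO1dn, which are not independent replicates. That labels or legs were mixed up in only some of the mice is argued against, since the lowest correlation of a mouse's differences with the mean of the other mice of its construct was 0.233. What stays open is that all pairs carry the opposite label to the 1 behind the paper's fold changes, and a contrast computed the other way round would give the same values. The qPCR of Figure 5D,E runs the paper's way, and the dimmer Foxo1 probe set (-0.99 with FOXO1dn) runs the way of the FOXO1 qPCR in Figure 1B by the labels of the arrays, so the direction is not settled. A biological cause of the reversal was not tested.

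Some genes of the respiratory chain and the citric acid cycle were higher in FOXO1dn-labelled legs, in which macrophage markers were lower. Muscle RNA in the control-labelled legs may have been diluted by RNA of other cells, and this explanation stays open. The median of 97 such genes minus that of 25 other muscle genes was -0.222 ± 0.145 (SD). It was above 0 in 0 of 6 mice (exact two-sided sign-flip p = 0.03125), where above 0 in all 6 mice would have argued against dilution. Only the 25 genes were limited to a mean log2 under 12, and dilution alone would give a difference near 0. The value below 0 is therefore no evidence for dilution either. In FOXO3dn mice the difference was -0.026 ± 0.064 (exact p = 0.4375). Macrophages are a candidate source, with mean log2 levels in control-labelled legs of FOXO1dn mice of 10.07 for Lyz2, 10.36 for Ctss and 10.58 for C1qb. The scores of other cells in FOXO1dn mice decide nothing, as they go both ways. Endothelial (0.33), adipocyte (0.30) and red cell scores (0.23, from 1 marker) were above 0, as dilution by macrophage RNA would have them. Fibroblast (-0.30, lower in 5 of 6 mice) and tendon scores (-0.29) were below 0, and the Schwann cell score was near 0 (0.05). A change of the metabolic genes within muscle fibers stays open as well.

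Control-labelled legs of the 2 cohorts differed in 5296 genes, and which direction was the more frequent depends on scaling (4412 higher and 884 lower in the FOXO1dn cohort, 2944 and 1302 with array medians centred, 1892 and 2088 with quantile normalization repeated). A cohort difference of mice, arrays or normalization that is present in both legs may explain it, as the cohort contrast of the FOXOdn-labelled legs had a Pearson r of 0.604 across genes with that of the control-labelled legs. In FOXOdn-labelled legs 4049 genes differed, and 2444 differed in both kinds of leg in the same direction. Cohort and construct cannot be separated for levels, and each construct was therefore compared within its own mice. A change that differs between the constructs also differs between the cohorts, and the 2 cannot be told apart. A biological difference between the cohorts stays open.

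Chance assignment of legs to groups can be excluded for FOXO1dn, since the labelled legs gave 431 genes and the highest of the other exchanges of legs within mice 291 (1 of 32 called as many, each exchange parting all pairs), and among 100 splits of its 12 arrays without the mouse they gave 428 genes against 194 at most (1 of 100). For FOXO3dn the fixed-effect count of 2 compares with 0 in the other exchanges (1 of 32), and 4 genes on its 12 arrays compare with up to 121 in other splits (3 of 100 called as many). A split other than by construct thus called many times the real count, and the reason was not tested. Chance assignment can be excluded for the genes that differ between constructs (73 against at most 4, 1 of 100 splits of the mice) and between the control-labelled legs of the cohorts (4526 against at most 255, 1 of 100).

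The change differed between the constructs in 59 genes, and those named in the text had differences of -2.26 for Gsto1, -4.25 for Chrng, -0.94 for Lpcat3, -3.46 for Tubb2a, -2.04 for Tubb2b, -2.45 for Plet1, -1.69 for Nrcam, -1.26 for Mtch1, 0.84 for Abcb1a, -0.87 for Musk, -2.21 for Orm2, -3.02 for Chrnd, -2.41 for Myog, -0.63 for Psmb5, -0.68 for Mef2a, 0.64 for Mybpc2 and -1.61 for Chrna1. With 1 control group the controls cancel, which leaves a comparison of the FOXOdn-labelled legs of the 2 cohorts. In that comparison Gsto1 was 0.34, and Lpcat3, Mtch1, Musk, Nrcam and Tubb2b were above 0 as well.

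Further lists that passed camera had median log2 differences, FOXO1dn before FOXO3dn, of 0.36 and 0.11 for endothelial markers, 0.29 and 0.21 for adipocyte markers, -0.996 and -0.45 for denervation genes, 0.24 and 0.11 for fast fiber genes, -0.22 and -0.16 for the unfolded protein response, -0.33 and -0.14 for the cell cycle, -1.06 and -0.40 for lysosomal genes and -0.93 and -0.50 for complement. For FOXO1dn alone they were -0.0628 for myogenic genes and -0.18 for the proteasome, and for FOXO3dn alone 0.24 for fibroblast markers. Without FOXO3dn replicate 2 those of FOXO3dn were -0.16 for denervation genes, 0.05 for fast fiber genes, -0.09 for the unfolded protein response, -0.24 for lysosomal genes and -0.29 for complement, without FOXO3dn replicate 1 they were 0.20 for endothelial, 0.10 for adipocyte and 0.14 for fibroblast markers, without FOXO3dn replicate 6 -0.09 for the cell cycle, and without FOXO1dn replicate 3 the adipocyte median of FOXO1dn was 0.18 and the myogenic 1 near 0 (-0.15 without replicate 5). With an estimated correlation none of these lists passed (adjusted p of at least 0.24 for FOXO1dn and 0.334 for FOXO3dn).

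A mouse was taken as far from the others where the gap to the nearest mouse took an unusually large share of the range of the 6 differences, which chance alone gives in about 1 of 20 groups. In FOXO1dn replicate 1 it was passed by C3ar1 (0.665), Cfp (0.681), Fgl2 (0.641), H2-Ab1 (0.673), Ncr1 (0.664), Psmb9 (0.647), Slfn1 (0.689), Tlr13 (0.831), Tlr9 (0.663), Tnfrsf1b (0.63) and Usp18 (0.654). In FOXO1dn replicate 3 it was passed by Cox17 (0.643), Map2k6 (0.717), Mybpc2 (0.672), Pfkm (0.827) and Tsc1 (0.802). In FOXO1dn replicate 6 it was passed by Bex1 (0.684). In FOXO3dn replicate 1 it was passed by Cox8c (0.721) and Pik3ca (0.704). In FOXO3dn replicate 2 it was passed by Aldh6a1 (0.78), Atp2a2 (0.743), Bst2 (0.735), C1qa (0.747), C1qb (0.812), Casq1 (0.711), Ccl5 (0.717), Cd3g (0.64), Cd68 (0.75), Cdkn1a (0.744), Chrng (0.769), Cox7a1 (0.634), Cox7b (0.683), Csf3r (0.672), Ctsc (0.639), Ctss (0.848), Cxcl10 (0.793) and Ddx58 (0.725). The same mouse passed it for Fcgr1 (0.843), Fcgr4 (0.701), Fgl2 (0.774), Gadd45g (0.646), Gpr18 (0.674), H2-Aa (0.743), H2-Ab1 (0.703), Idh3a (0.81), Ifih1 (0.745), Irf7 (0.837), Klhl33 (0.742), Klhl38 (0.672), Klrk1 (0.771), Map2k6 (0.767), Mylk4 (0.692), Myog (0.774), Ncr1 (0.645) and Ndufs1 (0.685). The same mouse passed it for Odf3l2 (0.643), Pdk4 (0.737), Phka1 (0.702), Phkg1 (0.781), Ppp1r3c (0.851), Pvalb (0.823), Rrad (0.628), Sdha (0.85), Slamf8 (0.817), Slc27a1 (0.673), Slfn1 (0.698), Sting1 (0.681), Tlr13 (0.73), Tpi1 (0.673), Ucp3 (0.72), Vldlr (0.699) and Zbp1 (0.66). Among the marker scores, the M1 score passed it in FOXO1dn replicate 1 (0.681), the red cell score in FOXO1dn replicate 3 (0.667), the macrophage, M1 and NK scores in FOXO3dn replicate 2 (0.786, 0.876 and 0.689) and the fibroblast score in FOXO3dn replicate 1 (0.804), and the first principal component passed it in FOXO3dn replicate 2 (0.766).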

How the results depend on the processing

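The marker scores and list medians without single mice and the fit of all 24 arrays with the mouse as a fixed effect were chosen only after the result was seen. The fit gave 429 genes for FOXO1dn, 10 for FOXO3dn, 7 for both and 73 that differ between constructs.

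The FOXO3dn count of 15 became 9 without the block or with trend and robust variance, 2 with the mouse as a fixed effect, 4 on its own 12 arrays, 232 with 1 control group, 37 without the lowest 40% of genes, 134 with no limit on the log2 difference, 6 without FOXO3dn replicate 2 and 33 without FOXO1dn replicate 1. The FOXO1dn count of 431 became 245 with 1 control group and 3412 with no limit. Taking 1 control group mixes the control-labelled legs of the 2 cohorts, which differed in 5296 genes, so counts with it can reflect cohort levels. The count for both became 2 with the fixed effect, 4 on own arrays, 166 with 1 control group, 27 without the lowest 40%, 77 with no limit, 5 without FOXO3dn replicate 2 and 29 without FOXO1dn replicate 1. The genes that differ between constructs became 90 without the lowest 40%, 182 without FOXO3dn replicate 2 and 31 without FOXO3dn replicate 5. With 1 control group the controls cancel, and 1273 genes differed between the FOXO1dn-labelled and FOXO3dn-labelled legs of the 2 cohorts. The correlation between constructs ranged from 0.557 without FOXO3dn replicate 2 to 0.726 without FOXO3dn replicate 1.

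Canonical genes changed by FOXO1dn ranged from 4 without FOXO1dn replicate 3 to 9 without FOXO3dn replicate 2, complex IV subunits from 2 to 9 and the study's chemokines and immune markers from 6 to 11 without the same mice. For FOXO3dn, 1 control group gave 3 canonical genes and 9 chemokines and markers, leaving out the lowest 40% gave 1 and 3, and an unadjusted p gave 5 canonical genes and 2 complex IV subunits (10 for FOXO1dn). The chemokines and markers ranged from 0 to 1 for FOXO3dn without single mice (1 without FOXO1dn replicate 1, 0 without FOXO1dn replicate 2). Of the lists, 31 and 31 passed camera for FOXO1dn and FOXO3dn, 0 and 0 with an estimated correlation, 35 and 0 by fry (28 and 0 of the lists camera called) and 31 and 32 by fgsea. The cause of these changes was not tested, apart from the fewer genes tested without the lowest 40% and the fewer mice. Of the values of named genes past the threshold with FOXO1dn, 1903 under other settings stayed past it and 77 did not, and 1996 and 164 without single mice, and with FOXO3dn 157 and 52, and 125 and 103. The fits on the 12 arrays of each construct give no test between the constructs. With 1 control group the contrast is that of FOXO1dn-labelled with FOXO3dn-labelled legs of different mice, which carries the cohort difference. It does not check the within-mouse difference between the constructs. In this contrast Gsto1 (0.34), Lpcat3 (0.58), Mtch1 (0.11), Musk (0.10), Nrcam (0.0438) and Tubb2b (0.51) were above 0. Their adjusted p from limma was 0.274 to 0.960, so that none is a called difference.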

Differences from the paper's values

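The comparison with the directions of Figures S2 and S5 was chosen only after the result was seen.

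By the labels of the arrays most directions are opposite to those of the paper, which gives 25 genes lower and 382 higher with FOXO1dn where 27 were higher and 404 lower here. The same holds for 33 of 33 genes of Figures S2 and S5 with FOXO1dn and 29 of 33 with FOXO3dn, for the chemokines and macrophage markers of Figure 5D,E, for the immune and respiratory gene sets and for complex IV. A value that runs the way of Figure 1B by the labels is that of the dimmer Foxo1 probe set (-0.99). The values below are given with the direction turned, apart from those of Foxo1 and Foxo3.

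For FOXO3dn the paper gives 4 genes lower against 0 here (4 with 1 control group, 1 with quantile normalization again, 33 with no limit on the log2 difference) and 120 higher against 15 here (101 with no limit, 228 with 1 control group). It gives 98 genes for both constructs against 10 (77 with no limit, 166 with 1 control group) and 26 for FOXO3dn alone against 5 (66 with 1 control group, 57 with no limit). Of the genes of FOXO1dn it states that 10% are shared, against 2.32% here (67.8% with 1 control group, 6.25% without the lowest 40% of genes).

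In complex IV the paper gives 8 subunits lower with FOXO1dn against 4 here (7 with the mouse as a fixed effect, on own arrays or with 1 control group, 6 without the lowest 40% of genes, 8 at an unadjusted p) and 1 with FOXO3dn against 0 here (2 at an unadjusted p). The first component holds about 25% of the variance in Figure 2A and about 20% in Figure 2B against 52.5% and 40.0% here, and 24.6% and 19.9% with genes scaled (66.9% and 56.6% for the 5000 most variable genes, 59.0% and 47.3% without the lowest 40%).

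Read by eye from Figure S2, Map1lc3b is about -0.03 with FOXO3dn against 0.0503 here, and it stays above 0 in every setting. Read by eye from Figure S5, COX1 is about -0.02 with FOXO3dn against 0.0219 here (-0.00 with quantile normalization again) and Cox8c about 0.05 against -0.00374 here (0.01 with quantile normalization again).

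The paper calls immune markers and chemokines changed with FOXO3dn by qPCR at an unadjusted p in 11 mice, where 0 passed on the arrays of 6 mice at an adjusted p over all genes (4 of 4 chemokines and 5 of 8 markers at an unadjusted p under 0.05, 9 with 1 control group, 3 without the lowest 40% of genes, and Ccl2 without FOXO1dn replicate 1). Itgax did not pass with FOXO1dn (adjusted p = 0.0937 from limma), and did with the mouse as a fixed effect (0.0213), on own arrays (0.021) and without FOXO3dn replicate 2 (0.023). The Akt and mTOR list did not pass camera (adjusted p = 0.858 and 0.416). The paper finds endogenous FOXO3 lower with FOXO1dn and FOXO1 without change with FOXO3dn (Figure 1B, qPCR). By the labels, with the direction not turned, Foxo3 differed by 0.01 with FOXO1dn and the dimmer Foxo1 probe set by -0.70 with FOXO3dn. Swaps of mice or arrays between groups were tried after the figure values were seen, were not decisive and were not used. No other cause of these differences was tested apart from the settings named.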

Other observations

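Genes that mark muscle without its nerve were lower in FOXO1dn-labelled legs, and less so in FOXO3dn-labelled legs. Of 11 denervation genes 10 were lower with FOXO1dn by limma (10 adjusted over the list alone, camera adjusted p = 6.14e-23, and 0.24 with an estimated correlation) and 1 with FOXO3dn (5 adjusted over the list alone, adjusted p = 0.000414, and 0.334 with an estimated correlation). By the preset correlation, the estimated form not having been run for the difference, the list differed between the constructs (adjusted p = 2.47e-17 from camera, 4 members one by one). Chrna1, a subunit of the acetylcholine receptor, had a log2 difference of -2.23 and Musk, the kinase that clusters it, of -0.87 with FOXO1dn, with adjusted p = 0.0705 and 0.195 against all control-labelled legs together. Myh3, the embryonic myosin, had -1.98 (adjusted p = 0.00181). Myogenic genes had a median of -0.06 and a mean of -0.47 with FOXO1dn (3 of 15 lower, adjusted p = 0.0197, with 0.451 at an estimated correlation and 0.114 without FOXO1dn replicate 3).

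Many listed genes of proliferation and lysosomal degradation were lower with FOXO1dn, in the legs in which 25 of 26 macrophage and monocyte markers were lower (median log2 difference of the list -1.68), and none of the lists of this paragraph passed with an estimated correlation (adjusted p of at least 0.24 for FOXO1dn and 0.334 for FOXO3dn). Of 21 cell cycle genes 15 were lower (18 adjusted over the list alone, camera adjusted p = 2.36e-10), with -1.20 for Mki67 and -0.83 for Mcm6, and 0 passed with FOXO3dn by limma (8 lower at an unadjusted p under 0.05, 1 adjusted over the list alone, adjusted p = 0.000206). Lysosomal genes were lower in 20 of 23 with FOXO1dn (21 adjusted over the list alone) and 1 with FOXO3dn (1 higher and 11 lower adjusted over the list alone), with -1.33 for Cd63 and -1.59 for Ctsc. Proteasome genes were lower in 12 of 30 with FOXO1dn (13 adjusted over the list alone, camera adjusted p = 3.82e-06), with -0.46 for Psma1, and the list did not pass with FOXO3dn (adjusted p = 0.195). Of 20 genes of the unfolded protein response 4 were higher and 10 lower with FOXO1dn, with 1.15 for Chac1 and -0.69 for Atf6, and 2 were lower with FOXO3dn, Atf6 (-0.53) and Hsp90b1 (-0.42), with adjusted p = 0.12 and 0.209 without FOXO3dn replicate 2. The p53 targets did not pass camera (adjusted p = 0.162 and 0.963), although Cdkn1a had -1.86 with FOXO1dn (adjusted p = 0.145 against all control-labelled legs together).

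Fast fiber genes were higher with FOXO1dn in 7 of 12 (10 adjusted over the list alone, camera adjusted p = 3.08e-07, and 0.253 with an estimated correlation), with 0.47 for Tnni2 and 0.40 for Casq1, in legs in which 25 of 26 macrophage and monocyte markers were lower, while slow fiber genes had a median of 0.04 and a mean of -0.14 (adjusted p = 0.378). Endothelial markers were higher in 6 of 13 with FOXO1dn (8 adjusted over the list alone, adjusted p = 3.28e-06, and 0.24 with an estimated correlation), with 0.65 for Flt1 and 0.51 for Tie1. With FOXO3dn 0 fast fiber and 0 endothelial genes passed limma (4 and 3 higher, 0 and 1 lower at an unadjusted p under 0.05), and the lists had adjusted p = 0.00238 and 0.0149 from camera (0.504 and 0.334 with an estimated correlation), which without FOXO3dn replicate 2 became 0.106 and 0.0733. Adipocyte markers were higher in 3 of 9 with FOXO1dn (adjusted p = 0.00974, 0.298 with an estimated correlation and 0.0597 without FOXO1dn replicate 3), with 0.51 for Fabp4. Fibroblast markers passed camera with FOXO3dn (adjusted p = 0.00288, 0.341 with an estimated correlation and 0.351 without FOXO3dn replicate 1), with 0.50 for Lum. Schwann cell and tendon markers did not pass camera for either construct (adjusted p = 0.452 and 0.227 with FOXO1dn).

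Genes of glucose transport and insulin signaling moved both ways with FOXO1dn, 6 of 19 higher and 6 lower (7 and 7 adjusted over the list alone), with a median of 0.29, a mean of 0.03 and camera in the lower direction (adjusted p = 0.931). Slc2a4, which encodes GLUT4, had 0.58 (adjusted p = 0.00169) and Slc2a1, which encodes GLUT1, had -1.75 (adjusted p = 0.0641 against all control-labelled legs together). Hexokinase Hk2 had 0.33 (adjusted p = 0.226) and Pparg -0.01. With FOXO3dn Slc2a4 had 0.18 (0.09 without FOXO3dn replicate 2), and Pik3ca was lower with -0.37 (adjusted p = 0.0459, and 0.152 without FOXO3dn replicate 2).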
